# Hepatocytic parental progenitor cells of rat small hepatocytes maintain self-renewal capability after long-term culture

**DOI:** 10.1038/srep46177

**Published:** 2017-04-11

**Authors:** Masayuki Ishii, Junichi Kino, Norihisa Ichinohe, Naoki Tanimizu, Takafumi Ninomiya, Hiromu Suzuki, Toru Mizuguchi, Koichi Hirata, Toshihiro Mitaka

## Abstract

The liver has a variety of functions for maintaining homeostasis, and hepatocytes play a major role. In contrast with the high regenerative capacity of mature hepatocytes (MHs) *in vivo*, they have not been successfully expanded *ex vivo*. Here we demonstrate that CD44-positive cells sorted from small hepatocyte (SH) colonies derived from a healthy adult rat liver can proliferate on a Matrigel-coated dish in serum-free chemically defined medium; in addition, a subpopulation of the cells can divide more than 50 times in a period of 17 weeks every 4-week-passage. The passage cells retained the capability to recover highly differentiated functions, such as glycogen storage, CYP activity and bile secretion. When Matrigel-treated cells from the third passage were transplanted into retrorsine/partial hepatectomy-treated rat livers, the cells engrafted to differentiate into MHs and cholangiocytes. These results suggest that long-term cultured CD44^+^ SHs retain hepatocytic characteristics *in vitro* and the capability to differentiate into hepatocytes and cholangiocytes *in vivo*. Thus, a newly identified subpopulation of MHs possessing the attributes of hepatocytic stem/progenitor cells can be passaged several times without losing hepatocytic characteristics.

The liver performs various functions, such as the regulation of energy homeostasis, biosynthesis of plasma proteins, excretion of endogenous metabolic end-products and xenobiotics, and bile production and secretion^1^,^2^. These functions are obviously essential for an animal’s life; thus, the liver has a great capacity for regeneration against hepatic damages to maintain homeostasis. When animals, including humans, suffer from a severe liver injury, specific metabolic deficiency, or end-stage liver disease, the proliferative capability of liver cells is insufficient to compensate for the loss of function. In diseased patients, a whole or segmental liver transplantation is widely chosen as the last option to save their lives. However, this possibility is limited by a persistent shortage of donor organs. Cell-based therapies, such as cell transplantation, engineered hepatocellular tissue constructs, and bio-artificial liver devices, may be used as alternatives to whole liver transplantation^3^,^4^,^5^. These therapies require a large number of healthy hepatocytes, but it is currently not feasible to routinely obtain healthy human hepatocytes because of severe liver donor shortages and a lack of methods to generate functional hepatocytes.

Hepatocytes are the predominant cell type in the liver, constituting over 80% of the liver mass under physiological conditions^1^. Unlike the gastrointestinal tract or hematopoietic system, in which a continual loss of mature cells is consistently replenished by stem-cell-driven cell production, the healthy liver is essentially a stable population containing only occasional hepatocytes that enter the cell cycle in response to “wear and tear” cell loss. However, the liver is capable of regenerating after surgical resection or cytotoxic damage. Following a 2/3 partial hepatectomy (PH), the residual cells proliferate and replace lost liver mass^6^. Serial PH revealed that rat mature hepatocytes (MHs) were capable of at least 18 cell doublings^7^. On the other hand, serial transplantations of mouse hepatocytes to immune-deficient mouse livers with fatal liver disease showed that hepatocytes possess tremendous replication potential^8^,^9^. However, it is well known that primary hepatocytes exhibit poor growth activity *in vitro* while maintaining metabolic and xenobiotic functions^5^,^10^. The lack of appropriate culture protocols for expanding hepatocytes is a bottleneck for their application. Only a few studies have reported the multiplication of primary hepatocytes with differentiated functions. These procedures are divided into two major methods: the use of a high concentration of nicotinamide^11^,^12^,^13^ and a chemically defined nutrient-rich medium supplemented with growth factors and DMSO^14^,^15^. Under these culture conditions, the number of cells increased, at most, two- to three-fold. To overcome the growth limitations of primary human hepatocytes, human hepatocyte cell lines were generated by the introduction of immortalized genes^16^,^17^. Recently, improved culture systems of human hepatocytes were reported. Human primary hepatocytes cocultured with embryonic fibroblasts could expand with the addition of small molecules^18^. Oncostatin M-dependent human hepatocytes introduced through human papilloma genes could also expand in medium containing serum^19^. Although these cells possess the capability to proliferate and regain differentiated hepatic functions, they depend on serum and feeder cells or require genetically manipulation. When generating hepatocytes for cell-based therapies, cells with as few modifications as possible is preferable, and the cells must be cultured in a chemically defined medium containing no animal-derived materials, such as serum. Therefore, the establishment of a more ideal culture method for hepatocyte expansion is urgently needed.

Various attempts have been made over the last several decades to harness the innate replication potential of hepatocytes *ex vivo*. The highest growth potential of liver cells in culture has been attributed to a hepatocyte subpopulation called small hepatocytes (SHs)^20^,^21^. Rat and human SHs isolated from a healthy adult liver proliferated to form colonies in a serum-free medium on hyaluronic acid (HA)-coated dishes^22^,^23^, which may be dependent on CD44 expression at the cell surface^24^. The colonies originated from a single cell and consisted of approximately 30–40 cells after 8–10 days of plating. Cell colonies morphologically showed a polygonal shape similar to MHs but differed in size and level of attachment between cells. While the size and other features of most colonies were uniform in the early culture period, some SHs spontaneously redifferentiated into MHs^25^,^26^. SH maturation was induced by Matrigel treatment^27^,^28^. However, a population of cells with small-sized morphology and the ability to proliferate is consistently maintained in culture. Therefore, we speculate the existence of parental SHs, which are true hepatocyte progenitors, in adult livers.

In the present study, we confirmed the existence of hepatocytic progenitor cells within SHs. These progenitors were isolated as CD44^+^ cells from SH colonies. These cells retained their expression of albumin, HNF4α, and CD44, and possessed self-renewal capability for up to 17 weeks after isolation. Furthermore, these cells maintained the ability to recover highly differentiated functions and re-establish a network of bile canaliculi (BCs) when overlaid on Matrigel. The transplantation of Matrigel-treated third passage cells to retrorsine/PH (Ret/PH)-treated rat livers showed that donor cells engrafted in the liver and proliferated to form foci. In addition, we observed that some cells incorporated into small bile ductules and differentiated into cholangiocytes. Thus, long-term cultured CD44^+^ SHs retain hepatocytic characteristics *in vitro* and the capability to differentiate into hepatocytes and cholangiocytes *in vivo*.

## Results

### Efficient subculture of small hepatocytes on Matrigel

Primary SHs isolated from a healthy adult liver proliferated to form colonies in serum-free medium on HA-coated dishes as previously reported^22^. To subculture SHs, we previously showed that colony isolation enables SHs to maintain their proliferative capability even after cryopreservation^28^. However, when we dissociated SH colonies into single cells using trypsin, a small number of cells attached to the collagen type I-coated dish but did not proliferate. To identify parental SH cells, it is necessary to prove that the cells can clonally proliferate. Therefore, we initially explored the conditions in which a single SH separated from colonies could proliferate. To obtain the purest SHs possible, the cells were cultured on HA-coated dishes in serum-free medium for 9 days. As trypsinization may injure cells, we chose to detach colonies using collagenase and hyaluronidase, and the colonies were broken into single cells by rigorous stirring. Next, we sorted SHs using anti-CD44 antibodies and MACS because most cells in SH colonies are CD44^+ ^24. We assessed if sorted CD44^+^ SHs grow to form colonies. The sorted cells did not expand into colonies on collagen type I-coated or HA-coated dishes. Notably, CD44^+^ SHs actively proliferated on Matrigel-coated dishes (Fig. 1A). A Matrigel concentration between 0.2 and 2.0 mg protein/mL did not affect the efficiency of colony formation (Supplemental Figure S1). The efficiency of cell attachment on Matrigel-coated dishes and colony formation was 16.9 ± 0.5% (Supplemental Table S3) and approximately 0.12% (approximately 1,800 colonies/150,000 cells) of plated CD44^+^ SHs, respectively. Although the features varied, epithelial colonies showed a cell morphology typical of hepatocytes, including a polygonal shape, dense cytoplasm, and bright round nucleus (Fig. 1B). Binucleate cells were observed, but cells with multinuclei were rarely detected. In addition, irregular shaped colonies were often composed of relatively large cells or the combination of small- and large-sized cells (Fig. 1B-3). Supplemental Figure S2 and Supplemental Table S4 show that approximately 52% and 44% of first passage cells cultured for 4 weeks are diploid and tetraploid, respectively. Octaploid cells represented approximately 4% of the population. In addition, the ratios of mono- and bi-nuclear cells in colonies at 14 days were 93.2 ± 3.6% and 6.5 ± 3.6%, respectively.

To examine which constituents of the medium are necessary for CD44^+^ SHs to proliferate and form colonies, the cells were cultured in separate mediums lacking each component. As shown in Fig. 1C and Supplemental Table S5, nicotinamide was indispensable for the formation of colonies. In addition, EGF, insulin, and Dex enhanced the proliferation of cells.

CD44^+^ SHs on Matrigel-coated dishes were capable of expanding for more than 4 weeks. To investigate whether CD44^+^ SHs could continue to grow while maintaining their colony-forming capacity, a second passage was performed 4 weeks after the first passage. The dissociated cells were plated on new Matrigel-coated dishes, and passages were repeated every 4 weeks (Supplemental Figure S3). A portion of passaged cells attached to the dish and proliferated to form colonies. The rates of cell attachment and expansion for each passage are shown in Supplemental Table S3. Approximately 15% of the plated cells attached to the Matrigel-coated dishes, and this rate gradually decreased with increasing passages. The attached cells proliferated to form colonies, and the total number of cells at day 28 showed an approximate 12-, 11-, 4-, and 4-fold increase when compared with cells at day 1 in the first, second, third, and fourth passages, respectively.

### Possible parental cells for small hepatocytes show extremely high proliferative capability

Supplemental Figure S4 indicates the morphology of typical colonies observed in each passage. Colonies showing a high growth potential possessed a relatively round shape, which consisted of homogeneously small-sized, polygonal, and mononuclear cells (Supplemental Figs S4–1–3). Colonies with irregular shapes, which consisted of cells with a relatively large cytoplasm (Supplemental Figs S4–4–9), appeared in the cultures over time. The number of cells per colony at days 4, 7, 14, and 21 was counted at each passage, and the size distribution is shown in Fig. 2A. The average size of the colonies at 21 days after passage was 218.1 ± 429.6, 149.2 ± 233.1, 83.7 ± 139.9, and 32.9 ± 45.9 cells/colony in the first, second, third, and fourth passages, respectively. The distribution of colony sizes indicates that a population of cells with a high growth potential exists in each passage, although this population decreases with increasing passages. We verified that the distribution of colony sizes with a high growth potential was not different among experiments until the second passage, i.e., differences were observed after the third passage (Supplemental Figure S5). Therefore, we selected the colonies with a high growth potential (upper 10% of colonies each day) for each passage, and their size distribution was replotted (Fig. 2B). Compared to the average number of cells shown in Fig. 2A, the number of colonies at 21 days jumped up to 1249.2 ± 454.5, 722.3 ± 198.5, 366.2 ± 176.1, and 99.3 ± 41.8 cells/colony in the first, second, third, and fourth passages, respectively. To estimate the number of cell divisions, the formula of exponential approximation was calculated from the data shown in Fig. 2B (Supplemental Figure S6A and Table 1). To establish linear equations for the first, second, third, and fourth passages, the mathematical expression was converted to a logarithmic scale (Supplemental Figure S6B and Table 1), and the average number of cell divisions over a period of 28 days was estimated for each passage. The estimated number of cell divisions was 13.5, 12.7, 11.0, and 9.1 in the first, second, third, and fourth passages, respectively. Many primary SH colonies consisted of >32 cells/colony at 9 days; thus, we determined the duplication number of primary SHs with a high growth capability was 6. Based on these results, CD44^+^ SHs with a high growth potential divided more than 52 times over 17 weeks. We hereafter refer to cells with a high growth potential as hepatocytic parental progenitor cells (**HPPCs**).

### HPPCs have the characteristics of bipotential hepatic stem cells

To determine if proliferating cells are derived from hepatocytes, we investigated the characteristics of cells within the colonies. As shown in Fig. 3A, immunocytochemical staining shows that most colonies consist of albumin-positive cells. Although CK19^+^ cells were found in every colony, the ratio of these cells varied and increased with each passage. Regardless of the number of passages, most cells in the colonies maintained CD44-positivity. Hepatocyte-enriched transcription factors, such as HNF4α and C/EBPα, were expressed in the nucleus of many cells until the second passage (Fig. 6B). While HNF4α expression was maintained in most cells at the fourth passage, C/EBPα^+^ cells were rarely observed in third and fourth passage cells. The immunocytochemical findings were confirmed by qPCR (Supplemental Figure S7). The ultrastructure of second passage cells indicated that small-sized cells with rich organelles, such as mitochondria, rER, and the Golgi apparatus, are tightly conjunct (Fig. 3B). In addition, they possessed glycogen granules in their cytoplasm. Bile canaliculi were not apparent between cells.

A comprehensive analysis of the gene expression in third passage cells was examined using DNA microarrays. 

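RNA of each sample was labelled with Cy3 alone and hybridized to its own oligo microarray, which gave 11 arrays. There were 2 arrays of CD44-positive cells sorted from primary SH colonies at 9 days (CD44), 3 of passaged cells without overlay (P3), 3 of passaged cells with Matrigel-overlay (Mat) and 3 of mature hepatocytes from fresh livers (MH). These names follow Fig. 4. In the deposited labels, the abbreviation Mat stands for the cells without overlay, and the cells with overlay have a longer one. The overlay was given for 7 days after 14 days of culture. The legend of Fig. 4 also gives 28 days of culture for second passage cells with or without overlay, so whether the P3 and Mat cells were collected after the same time cannot be read from the text. The arrays lay on 3 slides. Slide 1 held all CD44 and MH arrays, slide 2 held P3 replicate 1, and slide 3 held P3 replicates 2 and 3 with all Mat arrays. No slide held passaged cells together with MH or CD44 cells, so no value within a slide can be had for those comparisons, in which slide and condition cannot be told apart for a single gene. CD44 and MH arrays shared slide 1, and 8770 genes were called between them.

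The authors deposited the scanner's output, in which the signal of each spot is background-subtracted and corrected for trends across the array, without normalization between arrays. Each array had 62976 spots, of which 58717 were not controls. Between 52.2% and 59.7% of these were well above background by the scanner's own flag, and no spot was saturated. The scanner's quality metrics were out of range on Mat replicate 1 (4 metrics) and Mat replicate 2 (2 metrics), and on no other array. Of the Mat arrays, only replicate 3 was therefore within the scanner's quality range. The 75th percentile of the signal was 757 to 961 on the MH arrays, 1917 to 3518 on the P3 arrays, 2030 to 2720 on the Mat arrays and 1997 to 2023 on the CD44 arrays. Signals were converted to log2 and set against this percentile of their own array, so that 0 is the 75th percentile. Each gene was read from its brightest probe, and 18772 of 36174 gene names were tested because that probe was well above background on every array of at least 1 group. The 4 groups were compared in a single limma model. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold difference. With 2 or 3 arrays per group, the number of arrays limits the precision of every value.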

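Between P3 and MH, 9050 of the 18772 genes tested were called changed, of which 3461 were higher and 5589 lower in P3. The count was 5233 when only probes well above background on all 11 arrays were kept and 13597 without a minimum fold. The balance of directions depended on the scaling. With normexp background correction, 20.8% of the called genes were higher in P3, against 38.2% here. Without any normalization between arrays, an alternative chosen after seeing the data, 13203 genes were called and 86.5% of them were higher. *Cebpa*, whose probe lies on chromosome 1 of the rn4 assembly at 87628721 to 87628780, had a log2 signal of 0.25 ± 0.14 (SD, n = 3) in P3 and 4.45 ± 0.37 (SD, n = 3) in MH. The log2 difference was -4.20 (standard error 0.21, adjusted p = 2.1e-07 from limma). *Tdo2* (chromosome 2, 173598585 to 173598644) had a log2 signal of -0.19 ± 1.14 (SD, n = 3) in P3 and 5.02 ± 0.13 (SD, n = 3) in MH, a difference of -5.21 (standard error 0.46, adjusted p = 6.6e-06 from limma). For *Tat* (chromosome 19, 39863848 to 39863907), the log2 signals were -3.71 ± 0.82 (SD, n = 3) and 0.19 ± 0.37 (SD, n = 3), a difference of -3.90 (standard error 0.55, adjusted p = 1.5e-04 from limma). The probes of all 3 genes were still well above background on 3 of 3 P3 arrays.

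Of the 30 *Cyps* drawn in Fig. 4, 29 were tested. The log2 difference of P3 from MH had a median of -6.46, and 28 genes were called lower. *Cyp26b1* was the exception, at 0.87 without a call. The count of 28 was the same with normexp, quantile normalization and scaling to the median. It was 27 without any normalization between arrays, and 20 with only probes well above background on all 11 arrays. The probes of *Cyp2c7* differed among themselves. The one used gave -3.95 and was well above background on 3 of 3 P3 arrays, while its other probes were well above background on 0 of 3. Cross-hybridization between related *Cyps* was not tested. Of 13 transporters in Fig. 4, 12 were found on the array and 11 were tested. All 11 were called lower in P3 than in MH, with a median log2 difference of -6.23, or -5.50 with the 4 that had no P3 array well above background at their limit. *Slco1a2* (Oatp2) was well above background on 3 of 3 MH arrays and on 0 of 3 P3 arrays. Against the background limit of the P3 arrays, it was 4344-fold lower in P3. This limit is the lowest signal well above background on an array, or the probe's own signal where higher. It is not a strict bound. With only probes above background on all 11 arrays, 6 transporters remained to be called.

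**Figure D1:**
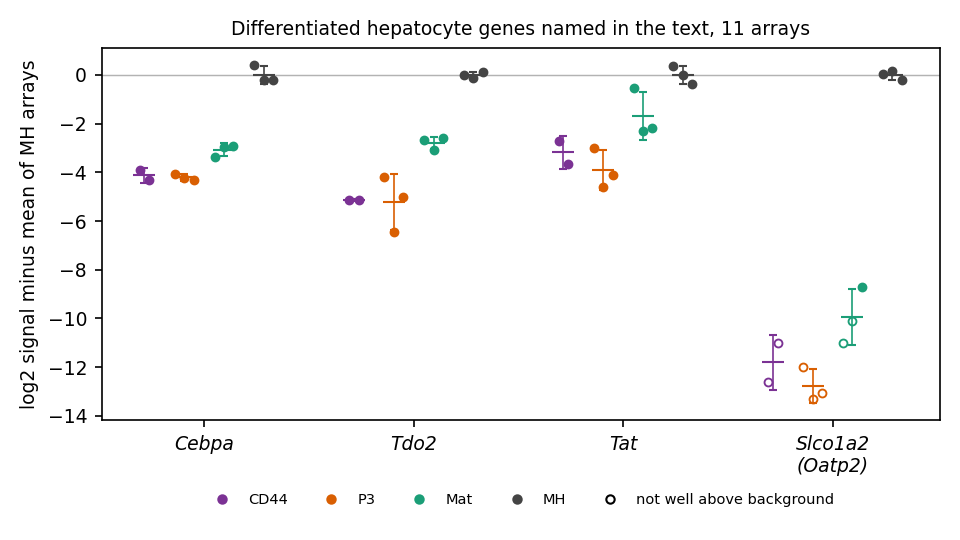
Log2 signal of *Cebpa*, *Tdo2*, *Tat* and *Slco1a2* on each array minus the gene's mean over the 3 MH arrays, with the mean and SD of each group as bars. Open circles are arrays on which the probe was not well above background, and every P3 array lies below every MH array.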

As shown in Fig. 4, genes related to higher differentiated functions, including *Cebpa, Tdo2, Tat, Cyps*, and transporters were scarcely expressed in passaged cells (P3). However, the cells expressed many hepatocyte markers, including *Alb, Hnf4α*, glutamine synthetase (*Gss*) and Keratins (*Krt*) 8 & 18. 

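All of these genes were well above background on 3 of 3 P3 arrays. *Alb* (chromosome 14 of rn4, 19126980 to 19127039) had a log2 signal of 5.71 ± 0.27 (SD, n = 3) in P3 and 7.30 ± 0.17 (SD, n = 3) in MH, a log2 difference of -1.59 (standard error 0.17, adjusted p = 2.1e-05 from limma). The sign of this difference depended on the scaling, since quantile normalization gave 0.10 (adjusted p = 0.34). Without normalization between arrays, which was chosen after seeing the data, it was 0.085. A further *Alb* probe gave -2.60. *Hnf4a* (chromosome 3, 154485383 to 154485442) differed by -1.60 (standard error 0.23, adjusted p = 1.7e-04 from limma), and by 0.076 only without normalization between arrays. The array lists *Gss* as glutathione synthetase and *Glul* as glutamine synthetase. *Gss* was 0.53 higher in P3 than in MH on the log2 scale (standard error 0.13, adjusted p = 0.0052 from limma), which is under 2-fold, and it passed 2-fold at 1.11 when set against *Gapdh*. *Glul* differed by -1.34 (standard error 0.25, adjusted p = 0.0011 from limma). It was under 2-fold with quantile normalization (-0.86) and against *Gapdh* (-0.77), and 0.33 without normalization between arrays. *Krt8* was higher in P3 by 2.82 (standard error 0.11, adjusted p = 3.9e-08 from limma). *Krt18* was higher by 0.80 (standard error 0.16, adjusted p = 0.0013 from limma), again under 2-fold, and by 2.10 with quantile normalization.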

The cells also expressed stem/duct cell markers, including *Afp, Lgr5, CD24, CD133, Epcam, Sox9, Krt 7*, and *Krt19*.

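Of these 8 markers, 7 were well above background on 3 of 3 P3 arrays, and *Lgr5* on none. *Afp* was higher in P3 than in MH by 2.93 on the log2 scale (standard error 0.42, adjusted p = 1.9e-04 from limma), with log2 signals of 6.06 ± 0.70 (SD, n = 3) and 3.13 ± 0.70 (SD, n = 3). *Cd24* was higher by 4.32 (standard error 0.19, adjusted p = 9.0e-08 from limma) and *Epcam* by 3.76 (standard error 0.16, adjusted p = 6.7e-08 from limma). *Prom1*, which encodes CD133, was higher by 8.53 (standard error 0.50, adjusted p = 5.4e-07 from limma), with 1 of 3 MH arrays well above background. The probes used for *Sox9*, *Krt7* and *Krt19* were well above background on 0 of 3 MH arrays. Against the background limit of those arrays, *Sox9* was 48.7-fold, *Krt7* 857-fold and *Krt19* 515-fold higher in P3. The 3 other *Sox9* probes gave smaller log2 differences of 0.18, 1.47 and 2.79. The probe at 1.47 was well above background on 3 of 3 MH arrays and the probe at 0.18 on 1 of 3. *Sox9* was therefore detected in MH by other probes, and its limit holds for the probe used only. *Lgr5* has a single probe (chromosome 7 of rn4, 54737891 to 54737950), which was well above background on 0 of the 11 arrays, so no fold is given for it.

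**Figure D2:**
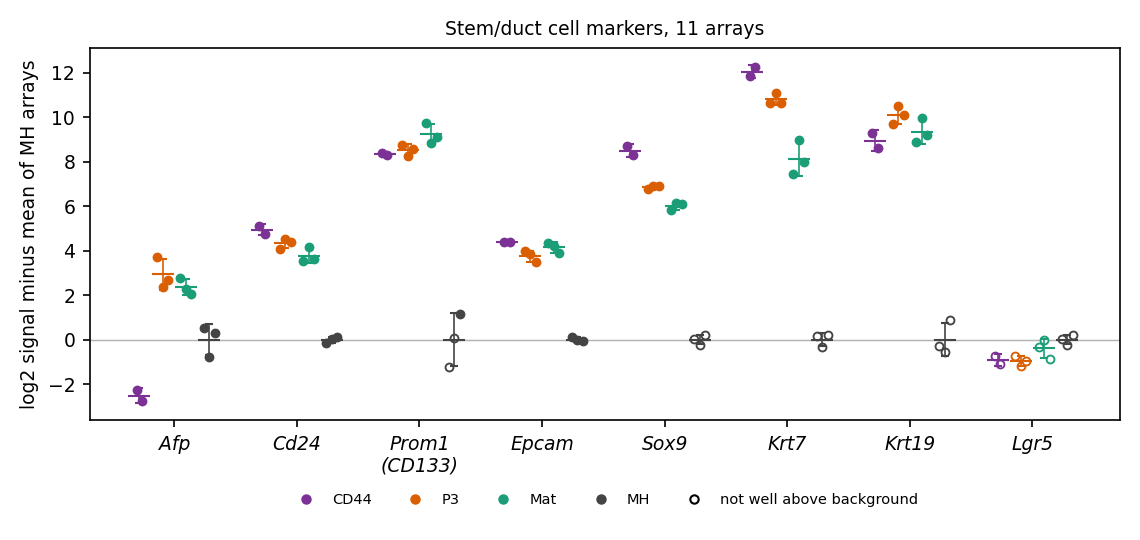
Log2 signal of 8 stem/duct cell markers on each array minus the gene's mean over the 3 MH arrays, with the mean and SD of each group as bars. Open circles are arrays on which the probe was not well above background, which holds for all *Lgr5* values and for all MH values of *Sox9*, *Krt7* and *Krt19*.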

### HPPCs redifferentiate into functional hepatocytes *in vitro*

To determine if passaged cells have the capacity to redifferentiate into MHs, cells were treated with Matrigel for 1 week. 

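Between Mat and P3, 1803 genes were called changed, of which 954 were higher and 849 lower in Mat. This count depended on the arrays and on the test. It was 1130 without P3 replicate 2 and 1171 without P3 replicate 3. Without Mat replicate 3, the only Mat array within the scanner's quality range, it was 1229. The methods' Tukey-Kramer test on the same values, used without a minimum fold, gave 877 genes after Benjamini-Hochberg adjustment. Without a minimum fold, limma gave 3732. With the slide as a block, the limma count at the 2-fold limit was 1964. As slide 2 held only P3 replicate 1, this setting equals leaving that array out. The balance of directions also depended on the setting. Of the called genes, 52.9% were higher in Mat here, 63.9% with normexp and 43.6% with scaling to the median. It was 74.8% with only probes well above background on all 11 arrays. Among settings chosen after seeing the data, it was 40.5% without normalization between arrays. With the replicate number as a block over the P3 and Mat arrays only, it was 43.7%. *Tdo2* was higher in Mat than in P3 by 2.42 on the log2 scale (standard error 0.46, adjusted p = 0.0080 from limma) and lower than in MH, at -2.79 (adjusted p = 5.3e-04). *Tat* was higher in Mat than in P3 by 2.22 (standard error 0.55, adjusted p = 0.023 from limma). It was no longer called without P3 replicate 2 (adjusted p = 0.086), without P3 replicate 3 (0.078), without the filter on dim probes (0.051) or with only the 2 groups in the model (0.059). Its difference of Mat from MH was -1.68 (adjusted p = 0.023), which ranged from -2.24 to -1.37 with single arrays left out and lost its call without Mat replicate 2 or 3 or MH replicate 1 or 2. Without normalization between arrays, it was -0.23 (adjusted p = 0.68). *Cebpa* rose by 1.12 (standard error 0.21, adjusted p = 0.0081 from limma), and by 0.78 without a call when set against *Gapdh*. Of the 29 *Cyps* of Fig. 4 that were tested, 16 were called higher in Mat than in P3, with a median log2 difference of 1.67. With the replicate number as a block over the P3 and Mat arrays only, chosen after seeing the data, 11 were called. Against MH, 28 were called lower in Mat, with a median of -4.54. *Slco1a2* (Oatp2) was well above background on 1 of 3 Mat arrays and on 0 of 3 P3 arrays. It was called higher in Mat (adjusted p = 0.013), with 2 of 3 Mat arrays not well above background. Its other probes were well above background on 0 of 3 Mat arrays, with log2 differences of 0.53 and 0.65 between signals at background. It was not called without P3 replicate 2 (adjusted p = 0.055) or 3 (0.052) or with that block (0.078). Its log2 difference of Mat from MH was -9.94 (standard error 0.61, adjusted p = 1.1e-06 from limma).

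The recovery was also measured over the 5589 genes called lower in P3 than in MH. The median share of the log2 distance from P3 to MH that was regained in Mat was 0.218 ± 0.054 (SD over the 3 Mat arrays). In 100 simulations in which the P3 and Mat arrays were both drawn from the mean of P3 with the same spread, this median lay between 0.00332 and 0.0105. Each simulation had its own set of genes called lower, with 5591 to 5699 genes. The medians of the single Mat arrays ran from 0.161 to 0.269. This range is wider than the simulated one, which may therefore understate the variation between arrays. The highest median was that of Mat replicate 3, the only Mat array within the scanner's quality range. Of the 5589 genes, 850 (15.2%) were called higher in Mat than in P3, and 4340 (77.7%) were still called lower in Mat than in MH. The share called higher fell to 10.1% without P3 replicate 2, and it was 28.5% among the 2711 genes at least 4-fold lower in P3. The paper states that cells with the overlay regained part of the expression of genes for highly differentiated hepatic functions, at levels below those of MHs.

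**Figure D3:**
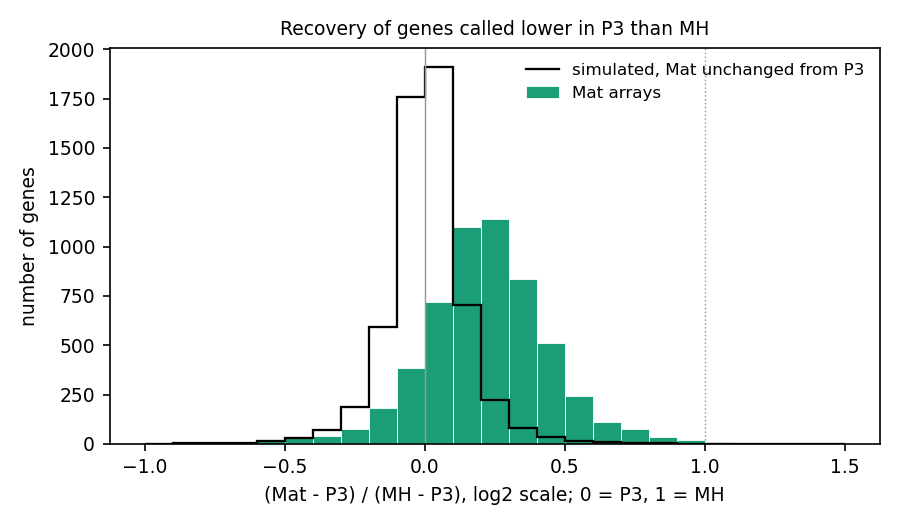
Number of genes by the share of the log2 distance from P3 to MH that was regained in Mat, for the 5589 genes called lower in P3 than in MH. Bars are the measured Mat arrays, with a median of 0.218. The line is the mean of 100 simulations with P3 and Mat both drawn from the mean of P3. Each simulation had its own set of genes called lower.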

A comprehensive gene expression analysis revealed that the cells treated with Matrigel (Mat) partially recovered the expression of genes related to highly differentiated hepatic functions, including *Tdo2, Tat, Cyps,* and *Oatp2*; however, the expression level was lower than that of MHs (Fig. 4). This result was confirmed by qPCR. The expression of *Alb, Hnf4a, Cebpa, Tat, Tdo2,* and *Cyp2b1* in cells treated with Matrigel was apparently lower than in MHs. However, expression of *Alb* and *Tdo2* was significantly increased compared to the cells not treated with Matrigel (Fig. 5A). In addition, the secretion of albumin into the culture medium was increased (Fig. 5B) and CYP3A activity was markedly induced (Fig. 5C). PAS staining demonstrated that glycogen accumulated in the cytoplasm of cells treated with Matrigel (Fig. 5D).

We previously reported that SHs reconstructed hepatic organoids with BC-networks^25^. To investigate if HPPCs formed BC-networks, fluorescein diacetate (FD) was administered to HPPCs treated with Matrigel. As illustrated in Fig. 6, a control colony of HPPCs showed a monolayer of small-sized flattened cells, whereas the colony treated with Matrigel showed relatively large cells that piled on top of each other to form a 3D structure. Fluorescein secreted into BCs suggested the formation of fine networks, and the dye accumulated in some cystic structures. Apical membrane proteins, such as MRP2 and BSEP, were expressed along the BCs, and the structure was lined with actin fibers.

### Transplanted HPPCs repopulate recipient liver tissue

To confirm that HPPCs can differentiate into MHs *in vivo*, we first transplanted separated DPPIV^+^ cells after the third passage into DPPIV^−^ female rat livers treated with Ret/PH via the spleen. Although the CD44^+^ SHs engrafted in liver lobules to form DPPIV^+^ foci (Fig. 7A and C), the third passage cells did not engraft in Ret/PH rat livers. However, second passage cells treated with Matrigel for 1 week and then transplanted into Ret/PH rat livers showed many DPPIV^+^ foci (Fig. 7B and D). The donor cells engrafted in all of the rat livers (5/5). Although few in number, we also observed that both CD44^+^ cells and third passage cells with Matrigel were present in the small bile ductules (Fig. 7E and F and Supplemental Figure S8).

## Discussion

We previously reported that SHs are a subpopulation of MHs and possess the potential to be hepatocytic progenitor cells^10^,^29^. Importantly, SHs can be obtained from a healthy adult liver, and more than 1% of MHs have the potential to be SHs^30^. Our present study reveals that HPPCs exist among CD44^+^ SHs and continue to generate daughter cells for several months. These cells retain the capability of proliferation and redifferentiation but gradually lose self-renewal ability. Rat HPPCs have the potential to divide more than 50 times in a period of 17 weeks through four passages. Given the limited number of human healthy hepatocytes, it is important to establish an expansion method of hepatocytes for research and clinical use. In this study, we expanded progenitor cells possessing hepatocytic characteristics derived from healthy adult rat livers using chemically defined culture conditions.

The tremendous *in vivo* growth ability of MHs, especially from mice, has been reported. Serial transplantations of mouse hepatocytes into fumarylacetoacetate hydrolase (FAH)-deficient mice showed that these cells underwent more than 70 cell doublings after seven rounds of transplantation^8^. Wang *et al*.^9^ recently reported that hepatocytes isolated from aged mouse livers had the capacity to repopulate the recipient liver after 12 rounds of serial transplantation using a similar method. These results indicate that MHs or their subpopulation have the potential for continuous proliferation. In contrast, the growth ability of MHs is limited *in vitro*. Shan *et al*.^18^ reported on a human liver hepatocyte culture system with only a 10-fold expansion over a period of 1 week. Oncostatin M-dependent expansion of primary human hepatocytes introduced through human papilloma genes underwent up to 40 population doublings^19^. Although these human cells possess the capacity to proliferate and regain hepatic differentiated functions, they require serum, feeder cells, or genetic manipulation for their proliferation, which are not suitable culture conditions for clinical use. Rat HPPCs, however, can expand in simple culture conditions. The cells are cultured on Matrigel-coated dishes in a chemically defined serum-free medium with growth factors and a high concentration of nicotinamide, which is essential for their growth. Recently, 5–10 mM nicotinamide has been routinely added to media for stem/progenitor cells, including pluripotent stem cells^31^,^32^,^33^. Although the detailed mechanism remains unclear, nicotinamide may be necessary to induce the progenitor potential of these cells. However, HPPCs gradually lose the ability to generate daughter cells and ultimately die. We did not observe cell immortalization; thus, an HPPC clone has not been established. To our knowledge, a clone derived from human hepatocyte has never been generated without gene transfection. Notably, we recently reported that clones of SHs isolated from a healthy adult mouse liver were established, and these clones retain the potential to differentiate into MHs *in vitro* and *in vivo*^34^. These findings indicate that differences in self-renewal potential exist between animals.

Approximately, 1–2 × 10^7^ CD44^+^ SHs were obtained from an 8-week-old rat liver. The plating efficiency of the cells on Matrigel-coated dishes was approximately 0.17, and most attached cells continued to proliferate for 28 days (first passage cells). At the time of the second passage, the total number of cells reached approximately 3.1 × 10^7^ (1.5 × 10^7^ × 0.17 × 12). The efficiency of attachment and the rate of expansion of the second passage cells were approximately 0.15 and 11-fold, respectively. Eight weeks after the first passage, primary CD44^+^ SHs increased to approximately 5.1 × 10^7^ cells (1.5 × 10^7^ × 0.17 × 12 × 0.15 × 11). The rate of the attached cells on Matrigel was consistently approximately 15% of passaged cells, and the rate of colonies with high growth ability was approximately 10% of the total formed colonies in each passage. However, some attached cells may be HPPCs that are unidentifiable with specific markers. The number of HPPCs gradually decreased with passage, whereas HPPCs retained the ability to generate daughter cells.

During the subculture of CD44^+^ SHs, two morphologically distinguishable colonies emerged. One type included round-shaped colonies consisting of homogeneously small-sized mononuclear diploid cells. The other colonies showed various morphologies and consisted of large cells, binuclear cells, and/or tetraploid cells. The number of cells possessing triple nuclei was quite small, and the rate of octaploidy in passaged cells was much smaller than that of primary CD44^+^ SHs. Interestingly, despite the phenotypical alterations among colonies, colony-forming cells expressed hepatocytic genes, including albumin and HNF4α, though cells that formed round-shaped colonies showed a tendency toward a higher expression of these genes when compared with daughter cells. Thus, we speculate that small cells forming round-shaped colonies were HPPCs, whereas the other colonies consisted of daughter cells. This classification is supported by additional experiments. After Matrigel-overlay to induce differentiation, colonies consisting of HPPCs reconstructed hepatic organoids with BC-networks much better than colonies consisting of daughter cells. Although second passage cells treated with Matrigel repopulated the recipient liver tissue, repopulation was not as efficient as primary CD44^+^ SHs. This low efficiency may correlate with the fact that only HPPCs, representing approximately 15% of colonies, maintain their hepatocytic redifferentiation potential. These results suggest that it is necessary to expand the number of HPPCs to generate a large number of hepatocytes with highly differentiated functions. Thus, advanced methods that address the following issues are needed: (1) improve the technique for isolating SHs; (2) increase the number of passaged cells that attach to Matrigel-coated dishes; (3) increase the number of HPPCs; (4) increase the growth rate of HPPCs; (5) prevent the senescence of HPPCs; and (6) improve the method for maturation, particularly without using Matrigel.

The localization of HPPCs remains uncertain because a specific cell marker has yet to be created. Hepatocytes contain heterogeneous cell populations showing different metabolic functions and proliferative capabilities. The liver lobule is segregated into three areas along the porto-central vein axis, namely Zones 1, 2, and 3, and hepatocytes in each zone show distinct expression patterns of metabolism-related genes^35^. A previous report determined that pericentral hepatocytes proliferated slightly faster than those in other areas^36^. Recently, Axin2^+^ pericentral hepatocytes were reported as physiological progenitors for hepatocytes during cellular turnover in the normal mouse liver^37^. Conversely, we reported that Sox9^+^ EpCAM^−^ biphenotypic hepatocytes derived from MHs emerged adjacent to expanding ductular structures in a 3,5-diethoxycarbonyl-1,4-dihydrocollidine-fed mouse liver^38^. Sox9^+^ periportal hepatocytes were also identified as hepatocyte progenitors during regeneration from chronic liver injury^39^. Furthermore, we showed that small mononuclear hepatocyte progenitors existed in the ICAM-1^+^ fractions isolated from healthy adult mouse livers^34^. The ICAM^+^ HNF4α^+^ mononuclear cells did not specifically localize in liver lobules and showed a low expression of both Axin2 and Lgr5 genes. HPPCs expressed Lgr5, whereas Axin2 gene expression was much lower than that of MHs (Fig. 4). 

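The probe of *Lgr5* had a log2 signal of -8.27 ± 0.23 (SD, n = 3) in P3, -7.71 ± 0.43 (SD, n = 3) in Mat and -7.32 ± 0.22 (SD, n = 3) in MH, at the background of every array. Expression of *Lgr5* was therefore not detectable with this probe in any group. *Axin2* (chromosome 10 of rn4, 98321105 to 98321164) was well above background on 3 of 3 P3 arrays, 3 of 3 MH arrays, 0 of 3 Mat arrays and 0 of 2 CD44 arrays. Its log2 signal was -4.51 ± 0.32 (SD, n = 3) in P3 and -3.96 ± 0.60 (SD, n = 3) in MH, a difference of -0.55 (standard error 0.37, adjusted p = 0.21 from limma) with overlapping arrays. The sign of this difference changed when *Axin2* was set against *Gapdh* (0.030) and without normalization between arrays (1.13), an alternative chosen after seeing the data. In that alternative, *Axin2* was called higher in P3 than in MH (adjusted p = 0.023 from limma). Against the background limit of the Mat arrays, *Axin2* was 4.70-fold lower in Mat than in MH and 3.22-fold lower than in P3. A probe can lie above this limit without being well above background, so these folds are not strict bounds. They hold for the scaling to the 75th percentile. With normexp, the log2 difference of Mat from P3 was -0.58 without a call (adjusted p = 0.070), and without normalization between arrays that of Mat from MH was -0.999, just under 2-fold.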

The size-dependent growth potential of MHs *in vivo* was investigated by measuring the repopulation capacity after cell transplantation into rodent model livers. Katayama *et al*.^40^ showed that small-sized rat hepatocytes transplanted into Ret/PH-treated rat livers proliferated faster than large-sized cells, whereas Overturf *et al*.^41^ reported that small-sized mouse hepatocytes transplanted into FAH-deficient mouse livers had a lower repopulation capacity when compared with medium- and large-sized cells. Although rat HPPCs and mouse ICAM^+^ HNF4α^+^ cells are small, both HPPCs treated with Matrigel and ICAM^+^ HNF4α^+^ cells treated with OSM, which may enlarge the cells, showed higher efficiency at engrafting and repopulating recipient livers^34^. These accumulated findings suggest that MHs have at least one feature of stem/progenitor cells: long-term renewal and redifferentiation capabilities. Whether or not a single subpopulation of MHs possesses progenitor potential and the location of these cells remains to be determined.

SH colonies efficiently emerge on HA-coated dishes. CD44, a receptor for hyaluronic acid, is consistently and specifically expressed in SHs. However, HPPCs expand on Matrigel and not HA, suggesting that the ECM components in Matrigel are crucial for HPPCs to maintain their proliferation and differentiation capabilities. Although CD44 is not expressed in MHs or early cultures of SHs, the expression becomes apparent soon after a distinct colony is formed^24^. Although primary SHs need HA to attach and grow in serum-free conditions, most passaged cells did not attach to HA-coated dishes. This result indicates that the CD44 expression of passaged cells is not related to cell attachment but rather acts as a marker of mesenchymal and stem/progenitor cells. One explanation for this function is the unstableness of CD44 expression, which easily disappears with maturation^24^. In this study, HPPCs treated with Matrigel, which formed 3D structures with BC-networks, showed a reduction in CD44 expression. 

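On the arrays, *Cd44* (chromosome 3 of rn4, 88023005 to 88023064) had a log2 signal of 2.19 ± 0.09 (SD, n = 2) in CD44 cells, 1.99 ± 0.14 (SD, n = 3) in P3, 0.98 ± 0.14 (SD, n = 3) in Mat and -6.21 ± 0.45 (SD, n = 3) in MH. The log2 difference of Mat from P3 was -1.01 (standard error 0.21, adjusted p = 0.011 from limma), which is larger than the spread between replicates and close to the limit of 2-fold. It was just under 2-fold with normexp background correction (-0.99) and without P3 replicate 3 (-0.94), Mat replicate 2 (-0.95) or Mat replicate 3 (-0.99). The other *Cd44* probes gave -0.94 and -1.25. P3 differed from CD44 cells by -0.21 (standard error 0.23, adjusted p = 0.55 from limma). In MH, *Cd44* was well above background on 0 of 3 arrays. Against the background limit of those arrays, Mat remained 119-fold and P3 239-fold higher than MH.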

Primary cells plated on Matrigel did not proliferate to form SH colonies; however, the sorted cells from SH colonies attached and expanded on Matrigel-coated dishes. Only cells plated on Matrigel-coated dishes could be passaged several times. The passaged CD44^+^ SHs did not require HA for their growth, but HPPCs required Matrigel for maintenance of their self-renewal capability. The Matrigel-dependent expansion and self-renewal of pluripotent stem cells is well established^42^.

Matrigel plays an essential role in the expansion of HPPCs. In addition, it induces the hepatocytic maturation of each cell and the conformational alteration of colonies, which results in hepatic organoid formation. MHs and hepatic stem/progenitors can transdifferentiate into cholangiocytes within a collagen sandwich or gel^43^,^44^. HPPCs did not differentiate into biliary lineage cells in a collagen sandwich culture. However, they did form cystic structures in 3D gels containing collagen and Matrigel. A similar result was reported for Sox9^+^ EpCAM^−^ cells^38^. Primary CD44^+^ SHs and Matrigel-treated HPPCs transplanted in Ret/PH-treated livers were engrafted in bile tubules and differentiated into cholangiocytes. These results suggest that Matrigel components such as laminin-111, Col-IV, heparin sulfate proteoglycans, nidogen, and growth factors^45^ may each play an important role in proliferation, hepatocytic maturation, and transdifferentiation to cholangiocytes. To examine which components of Matrigel are important for cell attachment, we performed preliminarily experiments. In adult healthy rat livers laminin α5 occurs in the space of Disse, whereas laminin α1 does in fetal ones^46^. In addition, laminin α1 is transiently expressed in regenerating livers after PH. As no colony formation was observed in dishes coated with type IV collagen, we examined whether the passaged cells could continue to grow and be passaged by using dishes coated with laminins 111, 511, and 521. As shown in Supplemental Figure S9A, about 17% of the plated cells were attached on laminin-111- or Matrigel-coated dishes, whereas more than 40% of them were on laminin-511/521-coated dishes. At 3 hours after plating, the morphology of the cells on laminin-511/521 was apparently different from that on Matrigel/laminin-111 (Supplemental Figure S9B); the latter retained a spherical shape and the former showed flattened features similar to the progeny that were relatively large cells. In addition, while on laminin-111-coated dishes, similar to Matrigel-coated ones, the passaged cells could form round colonies, the cells on laminin-511/521-coated dishes demonstrated an irregular shape of the cell clusters (Supplemental Figure S9B, a lower plate). Furthermore, as shown in Supplemental Figure S10, the passaged cells on laminin-111 could proliferate to form colonies, which showed typical features of HPPCs, and could be passaged, whereas the cells on laminin-511/521 gradually grew but could not be passaged. These results suggest that the appearance of HPPCs depends on laminin-111, though further studies should be necessary to clarify the role of laminin-111 in the proliferation and maintenance of HPPCs. It is important to elucidate the differences between ECM-based ligands and their receptors in HPPCs and their progeny. Indeed, the progeny continues to possess the capacity of growth and redifferentiation; however, the potential varies among cells and is lower than HPPCs.

In the present study, we showed that HPPCs possess the ability to generate SHs and represent a subpopulation of MHs derived from a healthy adult rat liver. HPPCs can easily expand in chemically defined medium. Although some improvements in the procedure may be required for isolation of human HPPCs, this method generates a large number of healthy hepatocytes from a limited number of donor or surgically resected livers.

## Methods

### Animals

Male F344 rats [dipeptidylpeptidase IV (DPPIV)^+^ strain; Sankyo Lab Service Corporation, Inc., Tokyo, Japan] 6–10 week of age were used for cell isolation. For the transplantation experiment, female F344 rats (DPPIV^−^ strain; Charles River Japan, Yokohama, Japan) were used. All animals were maintained at a constant temperature of 23 ± 1 °C under a 12-h light/dark cycle with standard chow and water ad libitum. The experimental protocol was approved by the Committee on Laboratory Animals and complied with Sapporo Medical University guidelines.

### Isolation, culture, and passages of cells

Primary rat SHs were isolated by the collagenase perfusion method as previously described^22^. Cells were suspended in serum-free Dulbecco’s modified Eagle’s medium/Nutrient Mixture Ham F-12 (DMEM/F12; Sigma-Aldrich Co., St.Louis, MO) supplemented with 20 mM HEPES (Dojindo Laboratories, Kumamoto, Japan), 25 mM NaHCO_3_ (Kanto Chemical Co. Inc., Tokyo, Japan), 30 mg/L L-proline (Sigma-Aldrich Co.), 0.1% bovine serum albumin (BSA; Serologicals Proteons Inc., Kankakee, IL), 10 mM nicotinamide (Sigma-Aldrich Co.), 1 mM ascorbic acid-2 phosphate (Asc2P; Wako Pure Chem. City, Japan), 10^−7^ M dexamethasone (Dex; Wako Pure Chem.), 0.5 mg/L insulin-transferrin-selenium (ITS-X; GIBCO-BRL Invitrogen, Grand Island, NY), 10 ng/mL epidermal growth factor (EGF; BD Biosciences, San Jose, CA) and antibiotics. After the number of viable cells was counted using the trypan blue exclusion test, the cells (2.0 × 10^4^ cells/cm^2^) were plated on 35-, 60- or 100-mm dishes (Corning Inc., Corning, NY) coated with 1 mg/L HA (Sigma-Aldrich Co.). Three hours after plating, the cells were washed with the medium, and the medium was replaced every other day.

### Passages of cells

Nine days after plating, SHs formed colonies consisting of more than 30 cells, which is consistent with our previous report^22^. After washing with PBS, colonies were incubated using 0.02% EDTA/PBS for 5 min. After aspirating the solution, colonies were treated with the separation solution containing 1 mg/mL collagenase (Wako Pure Chem.) and 17,500 U hyaluronidase (Sigma-Aldrich Co.) for 5 min at 37 °C. The cell suspension was collected and stirred for 30 min at 37 °C. The suspension was centrifuged at 150 × *g* for 5 min, and the pellet was resuspended in 2 mM EDTA and 0.5% BSA in PBS. A mouse anti-rat CD44 antibody (BD Bioscience) was added and samples were incubated for 60 min on ice. After washing, the cells were centrifuged at 150× *g* for 5 min. The pellet was resuspended and microbead-conjugated anti-mouse IgG for MACS (Miltenyi Biotec, Bergisch Gladbach, Germany) was added. Magnetic separation was completed using a MidiMACS separation unit, and the positive fraction was collected. The cell fraction was centrifuged at 150 × *g* for 5 min. After the number of viable cells was counted, the cells were plated on 35-, 60- or 100-mm dishes (Corning Inc., Corning, NY) coated with ECMs and cultured in modified DMEM/F12 medium. For passages of epithelial cell colonies, the cells were washed with PBS, incubated with PBS containing 0.01% EDTA and 0.025% Trypsin (Sigma-Aldrich) for 10 min and then detached by pipetting. The cell suspension was centrifuged at 150 × *g* for 5 min. After the number of viable cells was counted, the cells (2.0 × 10^4^ cells/cm^2^) were plated on 35-, 60- or 100-mm dishes coated with 0.2 mg protein/mL (1 mL/35-mm, 2 mL/60-mm, 5 mL/100-mm dish) Matrigel^®^ (Growth factor-reduced, BD Bioscience). In the experiments using laminins the second-passage cells were plated on 12-well plates coated with laminin-111 (10 μg/well; BD Bioscience), −511 (2.5 μg/well; iMatrix-511, Nippi Inc., Tokyo, Japan), and −521 (2.5 μg/well; Biolamina, Stockholm, Sweden). The medium was replaced every other day, and the cells were passaged every 4 weeks.

### Morphological analyses of cultured cells

Phase-contrast photographs of cells were obtained 1, 4, 7, 14, 21, and 28 days after plating using a phase-contrast microscope equipped with a CCD camera (Olympus Optical Co., Tokyo, Japan). The growth of some colonies was pursued and digitally recorded. At least 10 fields per dish were randomly selected and 3 dishes or wells were used per experiment. At least three independent experiments were completed. All captured images were processed using specialized software (Olympus cellSens Dimension Desktop 1.12). The number of colonies, the number of cells per colony, and the size of the cells and colonies were measured.

### Histological Analysis

The animals that underwent cell transplantation were euthanized 30 days after surgery. Livers were removed and immediately cut into 5-mm-thick slices. Liver sections were fixed in 4% paraformaldehyde (Merck KGaA, Darmstadt, Germany) in PBS. Some sections were embedded in Tissue-Tek (Sakura Finetechnical Co., Tokyo, Japan), frozen using isopentane/dry ice, and kept at −80 °C until use. The frozen sections were used for enzyme-based histochemical or immunohistochemical examinations.

Frozen liver sections with a thickness of 7 μm were prepared and air-dried. We used the ABC method for immunohistochemistry. Deparaffinized sections were treated with 0.6% H_2_O_2_ in methanol for 30 min to suppress endogenous peroxidase activity. After blocking with BlockAce for at least 30 min at 4 °C, the slices were incubated with the primary antibody (Supplemental Table S1) for 60 min, rinsed with PBS, and then incubated with a secondary antibody for 30 min. Next, the sections were incubated with an avidin-conjugated biotinylated antibody (VECTASTAIN ABC kit; Funakoshi, Osaka, Japan). 3,3′-diaminobenzidine tetrahydrochloride (DAB) was used as a substrate. Nuclei were counterstained with hematoxylin. Images were obtained using a Zeiss 780 confocal microscope (Carl Zeiss, Oberkochen, Germany) and a confocal laser microscope (Olympus, Tokyo, Japan).

### Fluorescent immunocytochemistry

Antibodies are listed in Supplemental Table S1. The cells were fixed in cold absolute ethanol for 15 min and used for immunocytochemistry. After blocking with BlockAce (DS Pharma Biomedical, Osaka, Japan) for 30 min at RT, the cells were incubated with a primary antibody for 60 min. Dishes were rinsed with PBS and subsequently incubated with Alexa^488^-, Alexa^555^-, or Alexa^594^-conjugated secondary antibodies (Molecular Probe, Eugene, OR) for 30 min. Cells were embedded with 90% glycerol with 0.01% *p*-phenylenediamine and 4,6-diamidino-2-phenylindole (DAPI). To measure the labeling index (LI), 40 μM of 5-bromo-2′-deoxyuridine (BrdU) was added to the medium 18 h before fixation.

### Comprehensive gene analysis and PCR

Differences in the expression profiles of cells were analyzed using an oligo microarray spotted with 30,584 probes (SurePrint G3 Rat Gene Expression v2 G4853B, Agilent Technologies, Santa Clara, CA). 

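The deposited array files hold 45598 different probes that are not controls, some of them printed more than once, under 36174 gene names. Of these names, 7254 had more than 1 probe, and 1350 probes were printed 10 times.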

The primers used for qPCR are listed in Supplemental Table S2. G3PDH was used for the normalization of relative expression. All DNA microarray data were registered in GEO database (Accession No. GSE 86523). Total RNA extracted from cultured cells was used for cDNA synthesis. To examine the gene expression of colony-forming cells, cloning rings were used to isolate total RNA. RNA was reverse transcribed using an OmniScript RT kit (Qiagen, Hilden, Germany) and random hexamers. Quantitative RT-PCR (qPCR) analyses were completed with TaqMan Gene Expression Assays (Applied Biosystems, Foster City, CA). PCR was performed in triplicate for all of the samples in 96-well optical plates using an ABI Prism 7500 (Applied Biosystems). For reverse-transcription PCR (RT-PCR), genomic DNA was extracted using a GenElute Mammalian Genomic DNA kit (Sigma-Aldrich). TaKaRa Taq PCR kits and a TaKaRa thermal cycler (Takara Bio Inc., Shiga, Japan) were used for all PCR reactions. G3PDH was used for the normalization of relative expression.

### Transmission electron micrographs

Second passage cells cultured for 14 days were fixed in 2.5% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.4) at RT for 60 min, and then postfixed in 1% osmium tetroxide and 1.5% potassium ferrocyanide in the buffer for 2 h. The cells were dehydrated and embedded *in situ* in Epon 812. Ultrathin sections were stained with uranyl acetate followed by lead citrate and examined at 80 KV with a transmission electron microscope (JEOL JEM1400, Tokyo, Japan).

### Flow cytometry

The ploidy of cells was analyzed by flow cytometry. Cultured cells were detached from a dish using PBS containing 0.025% Trypsin and 0.01% EDTA. Cells were fixed in 70% ethanol at −20 °C and then washed with PBS containing 2% FBS. The cell suspension was centrifuged at 200× *g* for 5 min twice. The pellet was suspended in PBS containing 2% FBS and propidium iodide (PI; Dojindo Laboratory) and then filtered through a 35-μm cell strainer (Corning Inc.). Cells were analyzed on a FACS Canto II Flow Cytometer (BD Biosciences). At least 4 × 10^4^ events were recorded for each analysis. Data were analyzed using Kaluza Flow Cytometry Software version 1.1 (Beckman Coulter, Inc., Brea, CA).

### Treatment with fluorescein diacetate

As previously reported^27^, fluorescein diacetate (FD; Sigma-Aldrich Co.) was dissolved in DMSO, and the solution was diluted with culture medium. Next, 0.25% FD was added to the medium, and the dish was rinsed three times with warm PBS. Fluorescent images were immediately recorded using a phase-contrast microscope equipped with a fluorescence device (Olympus).

### Cell transplantation

Recipient rats were given two intraperitoneal injections of Ret (30 mg/kg body weight; Sigma-Aldrich Co.) 2 weeks apart. Four weeks after the last injection, PH was performed (Ret/PH-treated liver). The sorted CD44^+^ cells (5 × 10^5^ cells/0.1 mL PBS) and the cells separated from week 3 of the second passage were cultured with or without Matrigel for 1 week and transplanted into Ret/PH-treated livers via the spleen. Thirty days after transplantation, the animals were euthanized, and the liver was removed to determine if donor cells engrafted.

### Statistical analysis

All data were analyzed using the Turkey-Kramer multiple comparison test. The level of statistical significance was p < 0.05. Experimental results are expressed as the geometric mean ± standard deviation.

## Additional Information

**How to cite this article:** Ishii, M. *et al*. Hepatocytic parental progenitor cells of rat small hepatocytes maintain self-renewal capability after long-term culture. *Sci. Rep.* **7**, 46177; doi: 10.1038/srep46177 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplemental Information

## Figures and Tables

**Figure 1:**
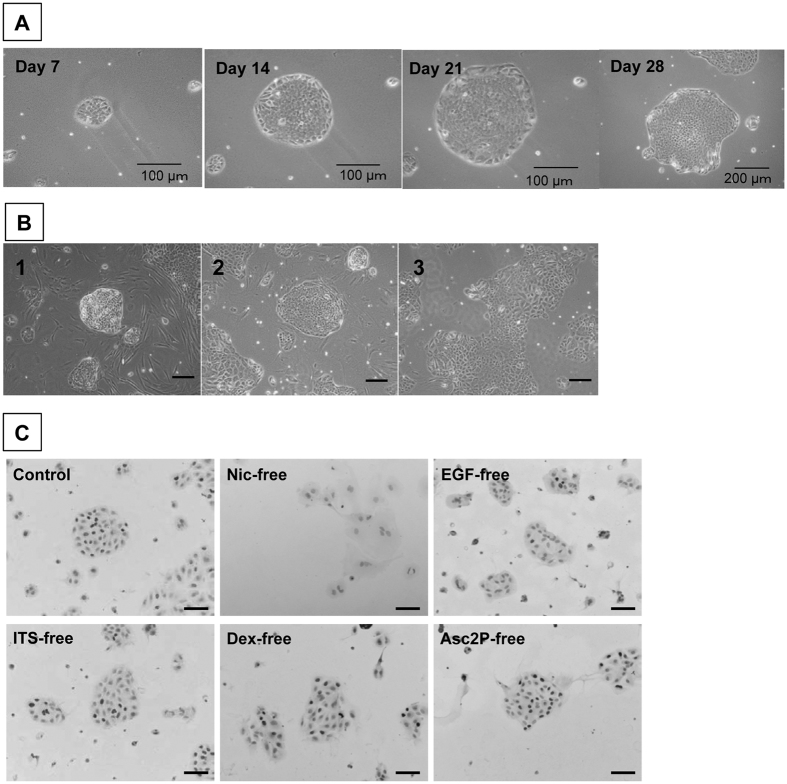
Growth of sorted CD44^+^ SHs on a Matrigel-coated dish. (**A**) Phase-contrast photos of first passaged CD44^**+**^ SHs formed typical colonies and showed high growth activity. The same colony, derived from a single cell, was followed until day 28. Scale bars = 100 μm (Days 7, 14, and 21) and 200 μm (Day 28). (**B**) Typical features of colonies observed in the culture of CD44^**+**^ SHs at 28 days after the first passage. (**C**) The necessity of constituents in the culture medium for the growth of CD44^+^ SHs. Immunocytochemistry for BrdU in cells separately cultured in medium lacking each constituent at 14 days after plating. The control shows the colony formation of cells in the medium with all constituents. Cells were cultured in medium lacking nicotinamide (Nic-free), epidermal growth factor (EGF-free), ITS-free, dexamethasone (Dex-free), or ascorbic acid 2-phosphate (Asc2P-free). BrdU^+^ nuclei are shown in black and nuclei were counterstained with hematoxylin (Gray). Scale bars = 100 μm.

**Figure 2:**
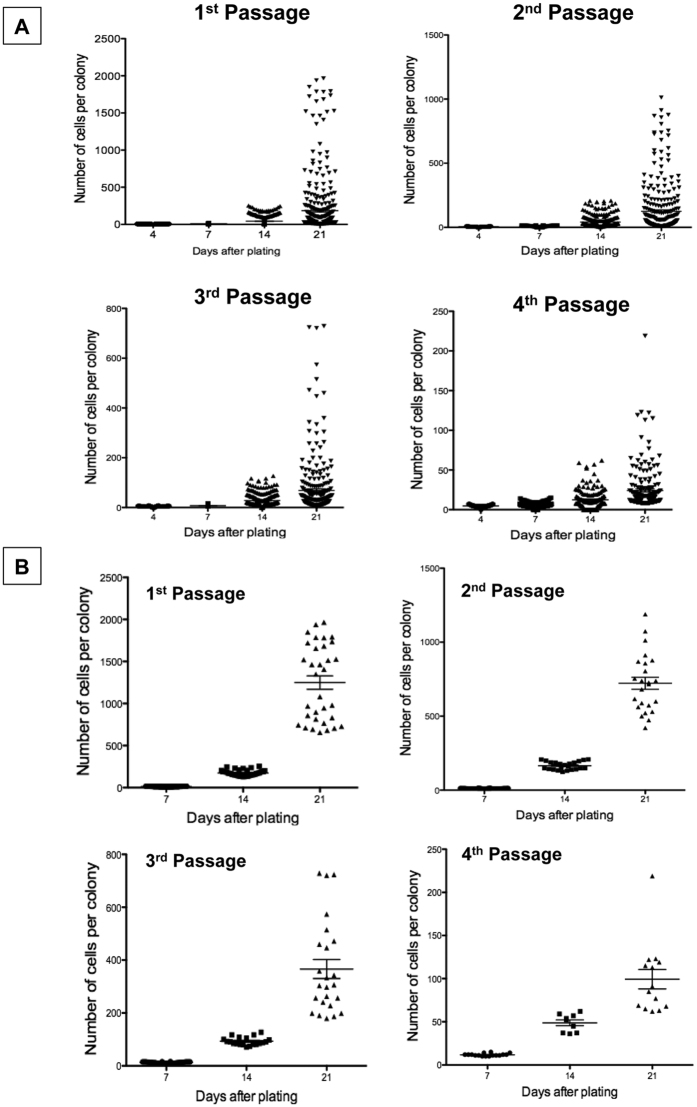
Growth of passaged cells. (**A**) The colony-size distribution is shown for each passage at days 4, 7, 14, and 21 after plating. The number of cells per colony for all colonies from 3 dishes was measured. (**B**) The data shown in A that included cells within the upper 10% of colonies were replotted. The number of colonies is shown in Table 1.

**Figure 3:**
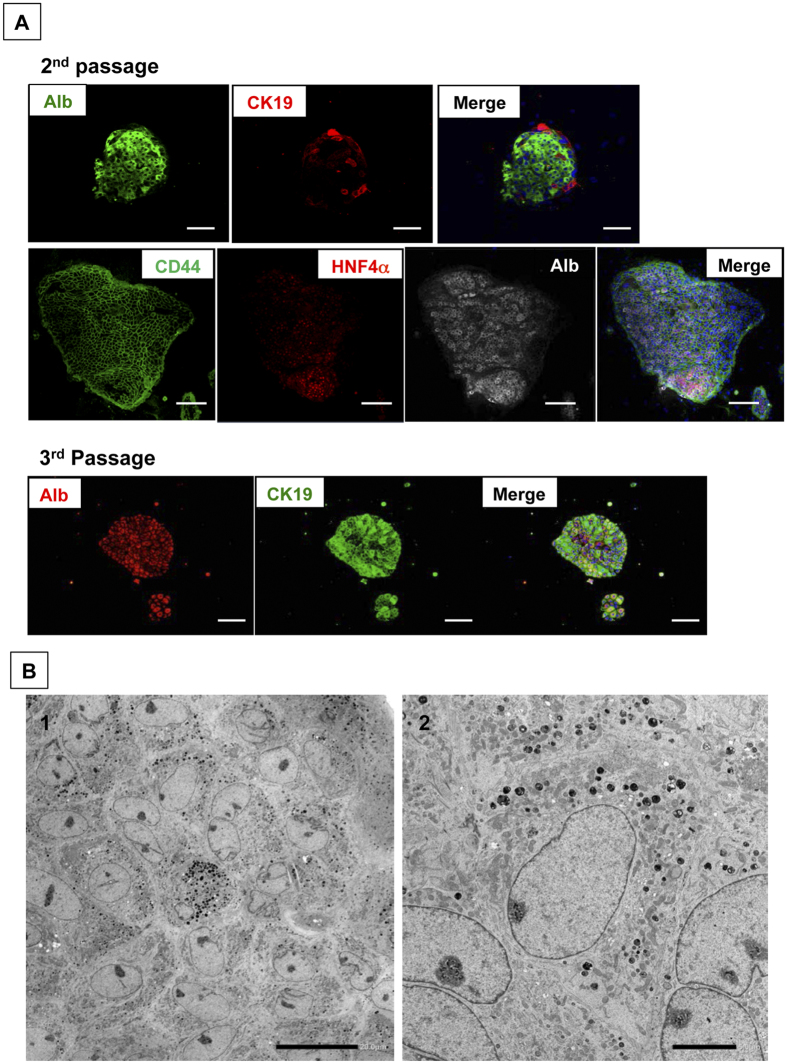
The characteristics of passaged colony-forming cells. (**A**) Double and triple fluorescent immunocytochemistry for albumin/CK19 and CD44/HNF4α/albumin, respectively, was performed in second and third passage cells at 28 days after plating. Scale bars = 100 μm. (**B**) Transmission electron micrographs of second passage cells at 14 days after plating. Scale bars = 20 μm (B-1) and 5 μm (B-2).

**Figure 4:**
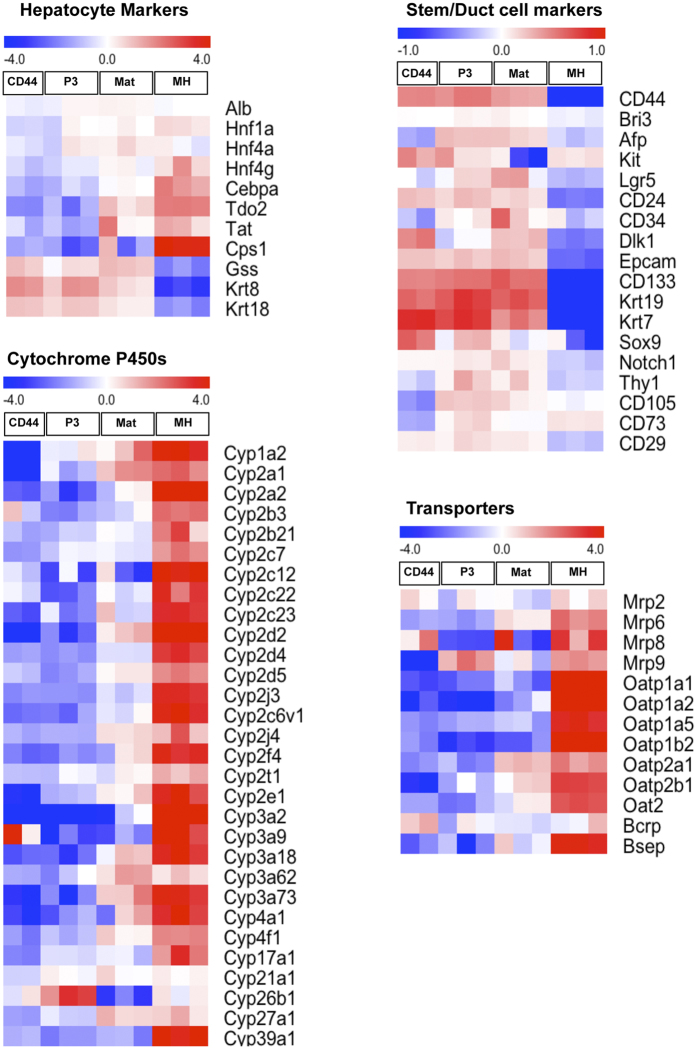
Comprehensive analysis of gene expression of third passage cells. An oligo microarray was used for analysis. After a 28-day culture of second passage cells, total RNA was extracted from trypsinized cells. Representative genes were selected to show heat maps. Specific markers are divided into four groups, including hepatocyte-specific, cytochrome P450s, stem/duct cell-related markers and hepatic transporters. CD44, CD44-positive cells sorted from primary SH colonies; P3, third passage cells; Mat, third passage cells treated with Matrigel-overlay for a week after 14-day culture of second passage cells; MH, mature hepatocytes. To obtain third passage cells, second passage cells were cultured for 28 days with or without Matrigel-overlay and then dissociated cells were collected.

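The genes of each group were read from Fig. 4 and counted in the arrays of P3, Mat and MH. No test of a group as a whole was run, because its genes had to be read from a picture. Of 10 hepatocyte markers tested, 7 were called lower and 1, *Krt8*, higher in P3 than in MH, and 3 were called higher in Mat than in P3. Without normalization between arrays, chosen after seeing the data, 4 were called lower in P3. Among 15 stem/duct cell markers tested, 9 were called higher and 1, *Nt5e*, lower in P3 than in MH, and 4 were higher with only probes above background on all 11 arrays. *Krt7* and *Cd44* were the 2 called lower in Mat than in P3. *Lgr5*, *Cd34* and *Dlk1* were not tested because their probes were well above background on no array. Of the transporters, 6 were called higher in Mat than in P3. One of them, *Slco1b2*, was at background in both groups. The count was 3 without P3 replicate 3 and 1 with the replicate block over the P3 and Mat arrays only.

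**Figure D4:**
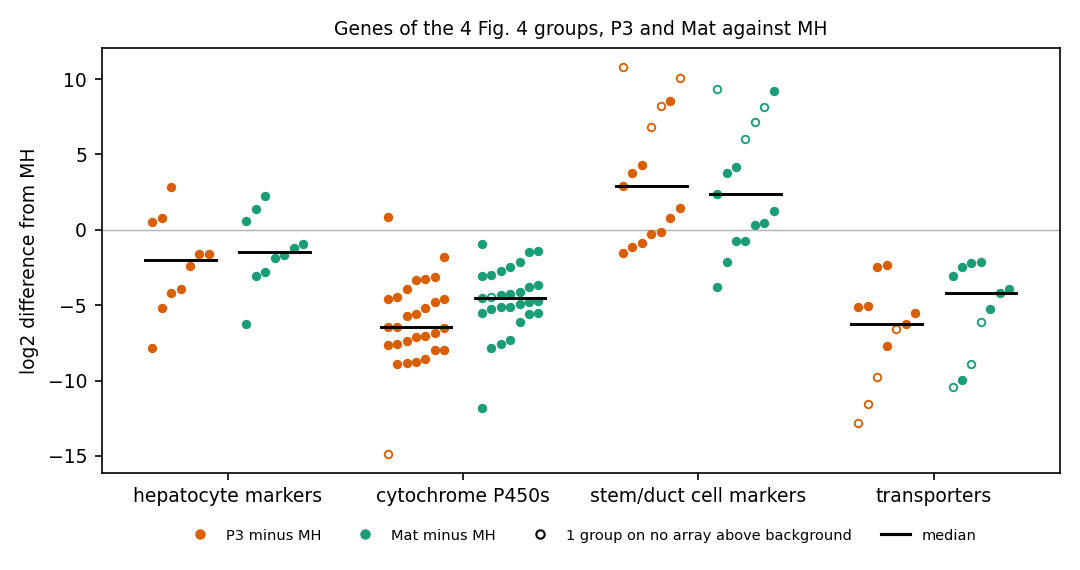
Log2 difference of P3 and of Mat from MH for each gene tested in the 4 groups of Fig. 4, with the median of each group as a line. Open circles are genes for which 1 of the groups compared had no array well above background, so their distance from 0 depends on the background. The median *Cyps* difference was -6.46 for P3 and -4.54 for Mat.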

**Figure 5:**
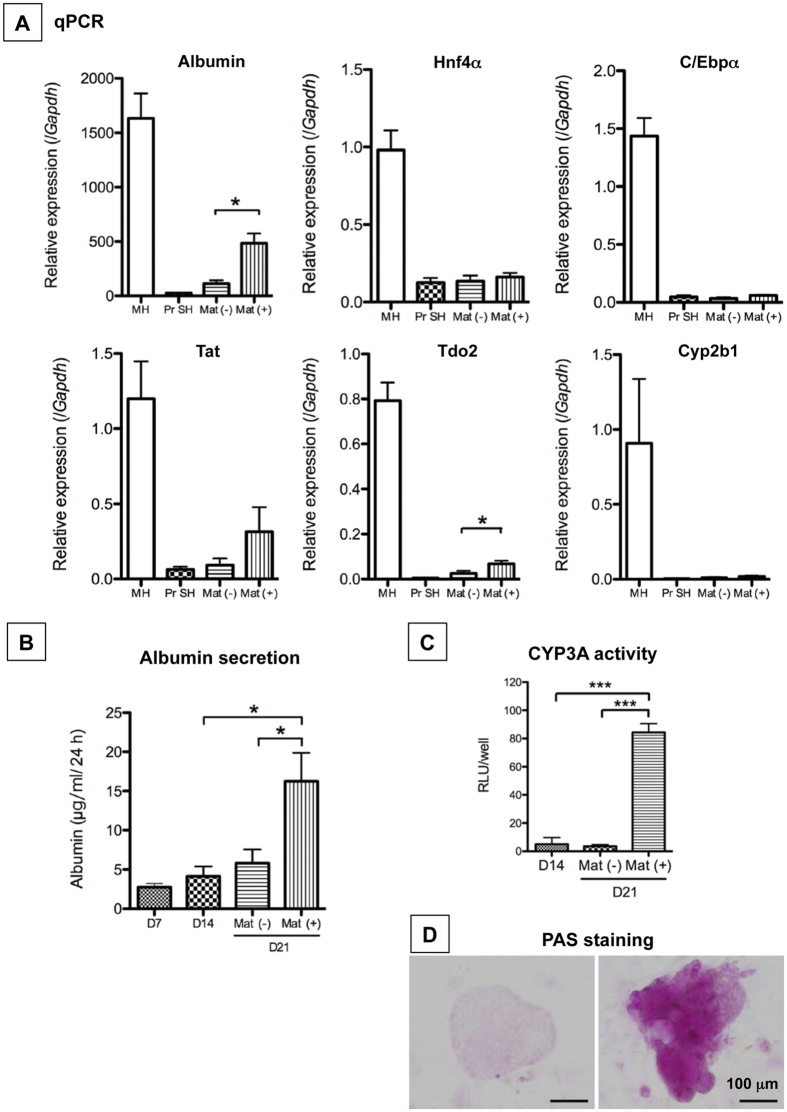
Capability of maturation of second passage cells grown with Matrigel. Second passage cells were cultured for 14 days and then treated with Matrigel for 7 days. (**A**) The gene expression of *Alb, Hnf4a, Cebpa, Tat, Tdo2*, and *Cyp2b1* was measured by qPCR. The second passage cells were cultured for 21 days [Mat(−)], and a subset of cells was treated with Matrigel from day 14 to day 21 [Mat(+)]. MH: isolated hepatocytes from a normal adult liver; PrSH: CD44^+^ SH. *p < 0.05. (**B**) Albumin secretion by second passage cells was measured using ELISA. The second passage cells were cultured for 21 days [Mat(−)], and a subset of cells was treated with Matrigel from day 14 to day 21 [Mat( + )]. *p < 0.05. (**C**) CYP3A activity was measured in second passage cells treated without [Mat(−)] or with Matrigel [Mat(+)]. *p < 0.005. (**D**) To examine the ability of cells to accumulate glycogen, PAS staining was performed in cells without [Mat(−)] or with Matrigel [Mat(+)]. Scale bar = 100 μm.

**Figure 6:**
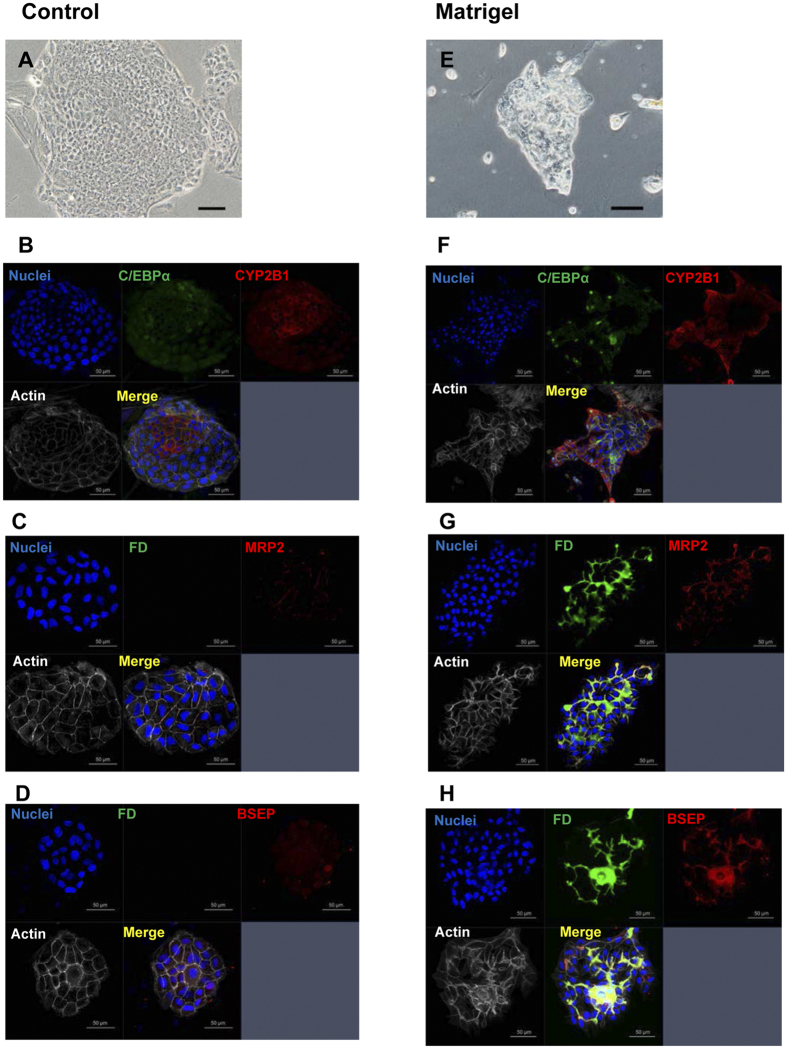
Bile canaliculi formation of second passage cells. The cells were cultured for 21 days (Control; **A**–**D**), and a subset of cells was treated with Matrigel from day 14 to day 21 (Matrigel; **E**–**H**). Phase-contrast photos show a typical colony with (**E**) or without Matrigel-treatment (**A**). Fluorescent immunocytochemistry for C/EBPα/CYP2B1 was conducted (**B** and **F**). Fluorescent images were taken soon after the addition of fluorescein diacetate (FD). Cells were fixed and fluorescent immunocytochemistry was performed (**C**,**D**,**G**, and **H**). BC formation was verified with MRP2/BSEP/actin expression (**C**,**D**,**G**, and **H**).

**Figure 7:**
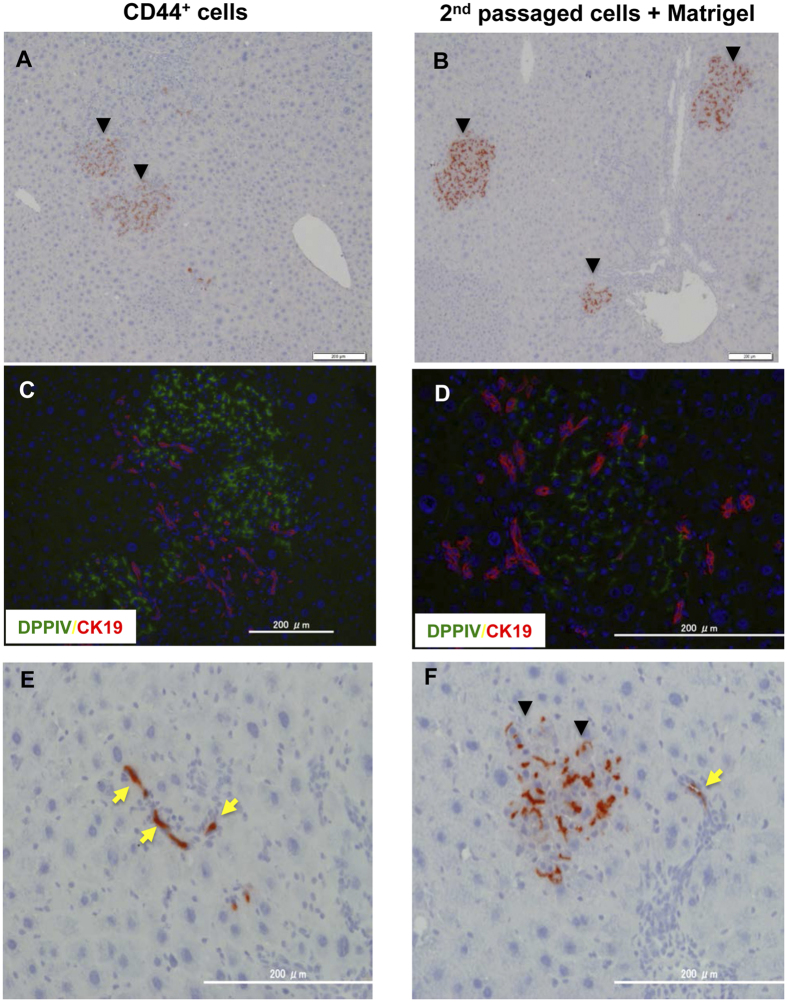
Repopulation of DPPIV^+^ donor cells in Ret/PH-treated DPPIV^−^ rat livers. Primary SHs were cultured for 9 days, and cells from SH colonies were isolated using an anti-CD44 antibody (CD44-SHs; **A**,**C**, and **E**). The second passage cells were cultured for 14 days and then treated with Matrigel for 7 days. The cells were detached by trypsin, and separated cells were transplanted (2^nd^ passaged cells + Matrigel; **B**,**D**, and **F**). At 30 days after transplantation, livers were removed and fixed. Enzyme histochemistry for DPPIV is shown in **A**,**B**,**E** and **F**. Fluorescent immunohistochemistry for DPPIV and CK19 was performed (**C**,**D**). The arrowheads in **A**,**B**, and **F** indicate DPPIV^+^ foci derived from donor cells. Yellow arrows in **E** and **F** show DPPIV^+^ donor cells incorporated into small bile ductules.

**Table 1:** Number of colonies used for estimating cell divisions of HPPCs.

Passages	No. of colonies (upper 10%)	Estimated cell population at day 28	Eqaution for estimated cell division	No. of division (periods: days)	Frequency of division
Primary				6 (9)	1/1.5 days
1^st^	33	y = 0.7844e^0.3432x^	y = 0.4952x − 0.3503	13.5 (28)	1/2.07 days
2^nd^	24	y = 0.8869e^0.3194x^	y = 0.4606x − 0.1699	12.7 (28)	1/2.20 days
3^rd^	24	y = 0.9944e^0.2819x^	y = 0.4065x − 0.0047	11.0 (28)	1/2.54 days
4^th^	14	y = 1.253e^0.2174x^	y = 0.3137x − 0.3395	9.0 (28)	1/3.11 days

How the deposited data were processed for this re-analysis (not part of the article)

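Gene expression was measured with 11 one-color arrays (SurePrint G3 Rat Gene Expression v2), 1 per sample, in CD44 (2 arrays), P3 (3), Mat (3) and MH (3). The authors labelled total RNA with Cy3 and extracted the signals with Agilent Feature Extraction 10.7.3.1. The processed signal is an intensity on a linear scale, with the background subtracted and trends across the array removed, and spots at background hold a small positive replacement value. The paper's text names no normalization between arrays. The deposited table of the series holds the same values as the scanner files, with a largest relative difference of 0.

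Each sample was mapped to its group from the deposited labels and the legend of Fig. 4. The labels and the legend use the abbreviation Mat for different cells, and the legend was followed. The analysis used R 4.3.3 and limma 3.58.1. Control spots and spots with outlier flags of the scanner were left out, the log2 signals were shifted so that the 75th percentile of each array was 0, and spots of 1 probe were averaged. For each gene name, the probe with the highest mean over all 11 arrays was used. Of 36174 gene names, 18772 had this probe well above background on every array of at least 1 group and were tested, and 13111 had it well above background on all arrays. Gene names are those of the array. Of the 36174 names, 17960 equal a symbol of the current rat gene table (GRCr8), which was used for names only. Probe positions are those of the array files, on the rn4 assembly.

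P3 and MH, Mat and P3, Mat and MH, and P3 and CD44 were compared with lmFit and eBayes over all 11 arrays and 4 groups. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold difference. Between the other pairs of groups, 7478 genes were called changed between Mat and MH (2750 higher and 4728 lower in Mat), and 2256 between P3 and CD44 (1169 higher and 1087 lower in P3). Among the called genes, 30 (P3 and MH), 43 (Mat and P3), 86 (Mat and MH) and 32 (P3 and CD44) had no array well above background in either of the groups compared. Where only 1 group had no array well above background, the fold is given against the background limit of those arrays. This limit is the lowest signal well above background on the array, or the probe's own signal where higher. It is not a strict bound. On Mat replicate 2, *Csf1r* was not well above background at -5.12, while the lowest signal that was lay at -6.21. Where both groups had no such array, no fold is given. Of the 19 genes named in the paper's text that were tested, 16, 7, 17 and 5 were called in the 4 comparisons, and 16, 7, 17 and 6 when adjusted over the list alone. The paper chose these genes on the same arrays, so the count over the list alone is not independent evidence.

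The genes named in the text are those that the paper names for the arrays or draws in Fig. 4, the genes of the marker lists, and for each comparison the 5 largest rises and the 5 largest falls among called genes with a symbol, non-overlapping arrays and a probe well above background on every array of both groups. By this rule, *S100a6*, *Anxa1*, *Scd2*, *Smoc2* and *Cryab* rose most in P3 against MH, and *Hsd3b5*, *Cyp2c11*, *Kynu* and *Slc27a5* were among those that fell most. In Mat against P3, they were *Cyp2c24*, *Cyp3a73*, *Slc10a1*, *Cyp2d2* and *Cyp3a18*, and *Tgfb3*, *Col6a3*, *Igfbp2*, *Adra1d* and *Nes*. In Mat against MH, they were *S100a6*, *Scd2*, *A2m*, *Anxa1* and *Cryab*, and *Apof*, *Igf1*, *Spink1*, *Slc27a5* and *Ces1d*. In P3 against CD44, they were *Scara5*, *Aqp1*, *Il34*, *Saal1* and *Bst1*, and *Atf3*, *Adgra1*, *Slc10a2*, *Mme* and *Lyz2*.

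Recovery was the median of (Mat - P3)/(MH - P3) on the log2 scale over the genes called lower in P3 than in MH. Since both differences share the P3 arrays, it was compared with 100 simulations in which the P3 and Mat arrays were both drawn from the mean of P3. With values at background set to the background limit, the median was 0.225. The 9 marker lists, for proliferation, periportal and pericentral hepatocytes, secreted plasma proteins, integrins and laminins, cholangiocytes, stellate cells and myofibroblasts, endothelial cells, and Kupffer cells and macrophages, were written from general knowledge before the data were examined, as were the comparisons, tests and planned settings. They were tested with limma's camera at a preset correlation of 0.01, with p adjusted over all lists and comparisons. A test of the Fig. 4 groups as sets had been planned and was not run, since their genes had to be read from a picture.

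The numbers of the replicates may pair samples. After the group means were removed, P3 and Mat arrays with the same number correlated at 0.185, 0.281 and 0.144 across genes, and the replicate number was tried as a block. The model was tested on simulated data in which 200 of 18593 genes were changed 4-fold. It recovered 80.5% of them for P3 and MH, 85.0% for Mat and P3, 82.0% for Mat and MH and 79.0% for P3 and CD44, with 4 or 5 false calls and 0 in the wrong direction. A simulated recovery of 0.3, the same in every lowered gene, was estimated as 0.301. The simulated noise was independent, with 1 spread per gene in all groups and no effect of slides. In the data, 48.2% of the tested genes were called between P3 and MH. The simulations therefore do not give the rate of false calls in the data.

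The settings tried were normexp background correction (offset 50), quantile normalization, scaling to the median, the values of the series table, no filter or a stricter filter on dim probes, spots with outlier flags kept, the mean of all probes of a gene, every probe, only the groups compared, an intensity trend in the spread, the replicate number or the slide as a block, each array left out in turn, no minimum fold, the methods' Tukey-Kramer test, other gene sets for the recovery, fry and an estimated correlation for the lists, and the difference from *Gapdh*. No normalization between arrays, and the replicate block over the P3 and Mat arrays only, were added after seeing the data. The qPCR, immunocytochemistry and transplantation experiments have no array data and were not analysed here.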

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

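The tests of explanations in this part were chosen after the results were seen, while the gene lists and their comparisons were not. Each of the 3 results concerns genes outside those that the paper discusses for the arrays.

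The genes of the proliferation list were lower in Mat than in P3. The median log2 difference of its 24 genes was -2.31, the same with the gene that was at background in a single group set at its limit. Of these genes, 18 were called lower, and the adjusted p from limma's camera was 3.9e-09. *Aurka* was called higher, at 1.11. Over the settings other than leaving out arrays, the median lay between -2.64 and -1.67. With fry, the adjusted p was 0.015, and with a correlation estimated for the list (0.75) it was 0.25, so the strength of the test rests on how the correlation between these genes is set. Under other scalings, the median closest to 0 was -1.67. With both Mat arrays outside the scanner's quality range left out, it was -1.97, for which the remaining Mat array is assumed to vary like the other groups. Within the slide that held P3 replicates 2 and 3 and all Mat arrays, it was -2.64. Scaling, these arrays and the slide are therefore argued against as the whole cause. On every Mat array, the median of the lists of stellate cells and myofibroblasts and of cholangiocytes stayed closer to 0 than that of the proliferation list. Over the 3 Mat arrays, the lower of the 2 medians was -0.75, for stellate cells and myofibroblasts. Of the endothelial and macrophage genes, 5 each were well above background on every P3 array. Their medians were -0.094 and 0.074, and on single Mat arrays at the lowest -0.57 and -0.035. These values argue against a loss of any of these cell types as the whole cause. A lower share of dividing cells under the overlay may be an explanation, found and tested on the same data. A difference in the time of culture between P3 and Mat was not tested and stays open.

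Genes of stellate cells and myofibroblasts were higher in P3 than in CD44. The median log2 difference of 13 genes was 2.93, and 10 were called higher (adjusted camera p = 3.2e-09, 0.0088 with an estimated correlation, 6.2e-07 with fry). The lowest median under another scaling was 2.18, which argues against scaling as the whole cause. With the slide as a random block, 10 genes were still called higher, but no slide held both groups, so slide and condition cannot be told apart. Mesenchymal cells among the passaged cells are a candidate explanation, for which 10 of the 13 genes called higher does not decide. *Col1a1* rose by 3.88, *Col3a1* by 4.56, *Dcn* by 5.05 and *Pdgfrb* by 4.54, while *Lrat* (-0.35), *Tagln* (0.50) and *Rgs5* (1.03) were not called. Expression of these genes by the HPPCs themselves and the loss of such cells in sorting for CD44 were not tested and stay open.

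Genes of Kupffer cells and macrophages were lower in P3 than in MH. All 14 genes were called lower, with a median log2 difference of -6.61, or -5.79 with the 8 genes that were at background in 1 group at their limit (adjusted camera p = 4.2e-05, 2.5e-07 with fry and 0.19 with an estimated correlation). Under other scalings, the median closest to 0 was -4.38, which argues against scaling as the whole cause. On every MH array, 14 of the 14 genes were well above background, against 5 genes on every P3 array, 4 on every Mat array and 5 on every CD44 array. Against the background limit of the P3 arrays, *Clec4f* was 1276-fold and *C1qa* 641-fold lower in P3. RNA of macrophages in the MH samples is a candidate explanation that these values do not decide, since genes called lower in P3 are detected in MH by the filter on dim probes. Of 11 endothelial genes on the array, 10 were well above background on every MH array and 5 on every P3 array. The CD44 arrays lay on the slide of the MH arrays, and all 14 genes were called lower in CD44 than in MH, with a median log2 difference of -6.20. This argues against a raised signal on that slide as the cause of the high values in MH. P3 and MH themselves shared no slide. A fall of these genes within the hepatocytes was not tested.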

How the results depend on the processing

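No normalization between arrays, and the replicate number as a block over the P3 and Mat arrays only, were chosen after seeing the data. The other settings were planned. For the counts, shares and recovery that answer a comparison, 497 values under other settings stayed within the limits set for them and 44 moved. These limits were wide. The 13203 genes called between P3 and MH without normalization counted as within them, against 9050 here, with 57.9% of the 9050 calls shared. Some settings could not move a value, since the series table holds the scanner's own values. The 497 is therefore no measure of robustness. The cause of a move was not tested unless it is named below.

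The stricter filter tests fewer genes by construction. With only probes well above background on all 11 arrays, 5233 genes were called between P3 and MH, 951 between Mat and P3, 4066 between Mat and MH and 951 between P3 and CD44. Of the genes named in the text, 10, 3 and 10 were called for P3 and MH, Mat and P3, and Mat and MH. In Fig. 4, 20 *Cyps* and 6 transporters were called lower and 4 stem/duct cell markers higher in P3 than in MH, and 3 transporters higher in Mat than in P3. The share of genes still lower in Mat than in MH was 72.9%. The list medians of Mat against P3 were 0.089 for cholangiocytes and -0.32 for endothelial cells. Without the filter, recovery was 0.282, with 7.45% of the genes higher in Mat than in P3 and 57.7% still lower than in MH. Without a minimum fold, which by construction calls more genes, 13597, 3732, 12269 and 4458 genes were called in the 4 comparisons. The methods' Tukey-Kramer test, also without a minimum fold, called 877 genes between Mat and P3 after Benjamini-Hochberg adjustment, against 3732 with limma. At an unadjusted p under 0.05, the Tukey-Kramer test called 3761, and 4483 between P3 and CD44, again without a minimum fold. Among genes at least 4-fold lower in P3 than in MH, 28.5% were higher in Mat than in P3 and 94.7% still lower than in MH.

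With normexp background correction, 1469 genes were called between P3 and CD44, 11.0% of the genes lower in P3 were higher in Mat and 69.0% still lower than in MH. The Mat and P3 difference of *Glul* was -0.0051, and that of the endothelial list between P3 and CD44 -0.0054. With quantile normalization, *Alb* was 0.10 for P3 and MH and 0.15 for Mat and MH, *Glul* -0.054 and the endothelial list -0.067 for Mat and P3. Scaling to the median gave a recovery of 0.173 and 82.1% of genes still lower, and for Mat and P3 -0.092 for *Glul* and -0.052 for the endothelial list. Against *Gapdh*, *Axin2* was 0.030 for P3 and MH and *Glul* -0.34 for Mat and P3. With the mean of all probes, the endothelial list was -0.16 for Mat and P3. With the slide as a block, which for Mat and P3 leaves out P3 replicate 1, cholangiocytes were 0.043.

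Without normalization between arrays, the median of all genes was 1.35 higher in P3 than in MH, against -0.32 at the 75th percentile, -0.60 with normexp and -0.21 with quantile normalization. For Mat and MH it was 1.15, against -0.30. This setting called 13203 genes between P3 and MH, 86.5% of them higher in P3. It called 11794 between Mat and MH, 88.1% of them higher in Mat, against 36.8% at the 75th percentile. Of the genes it called between P3 and CD44, 82.3% were higher in P3, against 51.8%. Recovery was 0.298, with 29.9% of the genes higher in Mat and 71.2% still lower than in MH, and 4 hepatocyte markers were called lower in P3. For P3 and MH, *Alb* was 0.085, *Hnf4a* 0.076, *Glul* 0.33 and *Axin2* 1.13. For Mat and MH, *Alb* was 0.23, *Hnf4a* 0.50, *Glul* 0.11 and the proliferation list 0.52, while *Tat* (-0.23) lost its call. For Mat and P3, *Glul* was -0.22 and the endothelial list -0.18. For P3 and CD44, cholangiocytes were 0.20 and integrins and laminins 0.22. With the replicate block over the P3 and Mat arrays only, 1 transporter and 11 *Cyps* were called higher in Mat, and *Slco1a2* lost its call.

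With each array left out in turn, between 1130 and 1964 genes were called between Mat and P3, and 10.1% to 16.8% of the genes lower in P3 were higher in Mat. The low count was without P3 replicate 2, and it was 1171 without P3 replicate 3. Transporters called higher in Mat numbered 3 to 6 and genes named in the text 4 to 7, both lowest without P3 replicate 3. The Mat and P3 difference ranged from -0.16 to 0.20 for *Glul*, from -0.44 to 0.043 for cholangiocytes and from -0.090 to 0.18 for endothelial cells. That of P3 and CD44 ranged from -0.24 to 0.12 for cholangiocytes and from -0.84 to 0.0067 for Kupffer cells and macrophages. The other counts ranged from 8748 to 9140 for P3 and MH, 7320 to 7510 for Mat and MH and 1525 to 2364 for P3 and CD44, and recovery from 0.192 to 0.248. A CD44 group of 1 array is assumed to vary like the other groups.

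With a correlation estimated for each list, 1, 0, 1 and 1 lists passed in the 4 comparisons, against 9, 5, 8 and 4 at the preset correlation. Among single genes, 1347 values were the same in direction and call, 18 changed direction, 15 gained a call and 24 lost it. Among the lists, these numbers were 849, 17, 15 and 37. Values of the series table changed nothing. Residual correlations of arrays with the same number were 0.075, 0.00521 and 0.0974 for P3 and MH and 0.0668, 0.0417 and 0.00486 for Mat and MH. Tests of the Fig. 4 groups as sets, the slide as a block for Mat and MH, and the lists with the slide as a random block were not run.

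The split of 3 arrays against 3 that was made called the most genes among 10 splits in each of P3 and MH (9034), Mat and P3 (1613) and Mat and MH (7310), with the 2 groups alone in limma. The other splits called 0 genes in limma after adjustment. At an unadjusted p under 0.05, they gave 38 to 232, 109 to 1212 and 87 to 273 genes, against 13522, 6626 and 11967 for the split that was made. Every other split mixes the 2 groups, which raises its spread within groups and makes calls unlikely. For Mat and P3, whose numbers may pair the arrays, 4 of the 10 splits part all 3 possible pairs. Of these also, only the split that was made called genes. As 1 of 10 splits is the smallest share that these arrays allow, chance cannot be excluded this way. Signal over background limits genes such as *Lgr5*, for which no fold can be given, and *Slco1a2* in Mat.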

Differences from the paper's values

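The value of the paper that was compared is the number of probes on the array. The arrays hold 45598 different probes that are not controls, which is 1.49 times the number that the paper states. This ratio was within the limits set for such a comparison, so it was not counted as a difference. The statements below concern single genes.

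The paper states that the passaged cells expressed *Lgr5*. Its probe was well above background on 0 of 11 arrays.

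The paper states that *Axin2* was much lower in HPPCs than in MHs. The log2 difference of P3 from MH was -0.55 and was not called (adjusted p = 0.21 from limma). Against the background limit, Mat was 4.70-fold lower than MH.

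The paper names glutamine synthetase with the symbol *Gss*. The array describes *Gss* as glutathione synthetase, which was 0.53 higher in P3 than in MH. Glutamine synthetase is *Glul* on the array, which was well above background on 3 of 3 P3 arrays and differed by -1.34.

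In Fig. 4, *Alb* and *Hnf4a* are drawn alike in P3 and MH. Their log2 differences were -1.59 and -1.60. With quantile normalization, the difference of *Alb* was 0.10. Without normalization between arrays, chosen after seeing the values, the differences were 0.085 for *Alb* and 0.076 for *Hnf4a*.

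The paper lists *Oatp2* among the genes recovered with Matrigel. *Slco1a2* was well above background on 1 of 3 Mat arrays. It was called higher than in P3, but not without P3 replicate 2 or 3.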

Other observations

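The test of zonal genes in this part was chosen after the result was seen. The other values are reported without an explanation.

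The results of the 9 marker lists are given as median log2 differences. For P3 and MH they were 5.77 for cholangiocytes, 2.31 for integrins and laminins, 2.76 for stellate cells and myofibroblasts, 1.20 for proliferation, -3.11 for secreted plasma proteins, -2.97 for pericentral and -4.76 for periportal hepatocytes, -4.85 for endothelial cells and -6.61 for Kupffer cells and macrophages. All 9 passed camera at the preset correlation. With single arrays left out, proliferation ranged from 0.87 to 2.09. It did not pass without normalization between arrays (adjusted p = 0.15), chosen after seeing the data. With only probes well above background on all 11 arrays, endothelial cells were at -1.65 and did not pass (0.14). For Mat and P3, secreted plasma proteins (1.66), periportal hepatocytes (1.67), integrins and laminins (-0.60), stellate cells and myofibroblasts (-0.75) and proliferation passed, while cholangiocytes (-0.25), endothelial cells (0.04, with a mean of -0.03), Kupffer cells and macrophages (0.57) and pericentral hepatocytes (0.52) did not. Kupffer cells and macrophages, with 6 of 14 genes at background in both groups, passed with scaling to the median (adjusted p = 0.026), with only the groups compared (0.025) and, chosen after seeing the data, without normalization between arrays (0.029) and with the replicate block over the P3 and Mat arrays only (0.045). Cholangiocytes passed with normexp (0.038) and without the filter on dim probes (0.0045). For Mat and MH, 8 lists passed, at 4.92 for cholangiocytes, 1.82 for integrins and laminins, 1.77 for stellate cells and myofibroblasts, -1.53 for secreted plasma proteins, -2.38 for pericentral and -2.99 for periportal hepatocytes, -3.88 for endothelial cells and -5.87 for Kupffer cells and macrophages, and proliferation (-0.93) did not. With quantile normalization, secreted plasma proteins were at -0.13 for Mat and MH and no longer passed (adjusted p = 0.80). Without normalization between arrays, chosen after seeing the data, stellate cells and myofibroblasts did not pass there (adjusted p = 0.050), while proliferation did (0.043). With single arrays left out, proliferation ranged from -1.40 to -0.17 for Mat and MH. For P3 and CD44, stellate cells and myofibroblasts, pericentral hepatocytes (1.46), endothelial cells (0.56) and secreted plasma proteins (0.34) passed. Secreted plasma proteins lost this without P3 replicate 1 (adjusted p = 0.20) or 3 (0.14), with scaling to the median (0.075) and with the replicate block (0.13). Their median ranged from 0.12 to 0.53 with single arrays left out. Endothelial cells lost it with normexp (0.14) and with the mean of all probes (0.078). Cholangiocytes (-0.24, with a mean of 0.49), integrins and laminins (-0.22) and Kupffer cells and macrophages (-0.55) did not pass. Nor did periportal hepatocytes (0.22, with a mean of -0.15) or proliferation (-0.59). Proliferation passed with the replicate number as a block (-0.94, adjusted p = 0.017) and, chosen after seeing the data, without normalization between arrays (0.029). Periportal hepatocytes passed with only probes well above background on all 11 arrays (0.033). With fry in place of camera, all calls held except proliferation for P3 and MH and secreted plasma proteins for P3 and CD44. Cholangiocytes for Mat and P3 passed as well with fry. With an estimated correlation, only cholangiocytes for P3 and MH and for Mat and MH, and stellate cells and myofibroblasts for P3 and CD44, passed.

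Periportal genes rose more than pericentral genes with the overlay. A change of zonal genes with the overlay was tested with a score per array, the mean of 11 periportal genes minus the mean of 10 pericentral genes. The score was 1.88 ± 0.26 (SD, n = 3) in Mat and 1.05 ± 0.12 (SD, n = 3) in P3, a difference of 0.83 (two-sided exact permutation test, p = 0.1). Every Mat array had a higher score than every P3 array. As 0.1 is the smallest p that 20 splits allow, this test could not have passed 0.05 with any values, and the hypothesis stays open.

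*Cyp26b1* went against the other *Cyps* of Fig. 4. Against the background limit, it was 29.4-fold lower in Mat than in P3, with 0 of 3 Mat arrays well above background. *Afp* was higher in P3 than in CD44 by 5.45 on the log2 scale (standard error 0.48, adjusted p = 8.7e-05 from limma).

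For 5 genes that the paper measured by qPCR, the array values were set against *Gapdh*. The log2 differences of P3 from MH were -1.01 for *Alb*, -1.02 for *Hnf4a*, -3.63 for *Cebpa*, -3.33 for *Tat* and -4.64 for *Tdo2*. Those of Mat from P3 were 0.03, 0.31, 0.78, 1.88 and 2.07. For *Alb*, this depended on the probe. At the 75th percentile, the probe used rose by 0.37 and a further probe by 1.42. *Cyp2b1*, which the paper also measured, is not analysed here. *Gapdh* itself was lower in P3 than in MH by these arrays, at -0.58, so these values shift together.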
